# RNA-seq analysis of antibacterial mechanism of *Cinnamomum camphora* essential oil against *Escherichia coli*

**DOI:** 10.7717/peerj.11081

**Published:** 2021-03-17

**Authors:** Yutian Yu, Jie Dong, Yanlu Wang, Xi Gong

**Keywords:** *Escherichia coli*, * Cinnamomum camphora* essential oil, Antibacterial mechanism, RNA-seq, Gene expression regulation

## Abstract

**Background:**

Transcriptome analysis plays a central role in elucidating the complexity of gene expression regulation in *Escherichia coli*. In recent years, the overuse of antibiotics has led to an increase in antimicrobial resistance, which greatly reduces the efficacy of antibacterial drugs and affects people’s health. Therefore, several researchers are focused on finding other materials, which could replace or supplement antibiotic treatment.

**Methods:**

*E. coli* was treated with water, acetone and *Cinnamomum camphora* essential oils, respectively. The antibacterial activity was assessed using the minimum inhibitory concentration (MIC), the minimum bactericidal concentration (MBC), the dry weight and the wet weight of the cells. To explore the antibacterial mechanism of the oil, the RNA-Seq analysis was adopted under three different treatments. Finally, the expression of related genes was verified by Quantitative PCR.

**Results:**

In this study, we showed that the* C. Camphora* essential oil exerted a strong antibacterial effect. Our results showed that the inhibitory efficiency increased with increasing of the concentration of essential oil. RNA-seq analysis indicated that the essential oil inhibited the growth of *E. coli* by inhibiting the metabolism, chemotaxis, and adhesion, meanwhile, life activities were maintained by enhancing *E. coli* resistance reactions. These results are contributed to uncover the antimicrobial mechanisms of essential oils against *E. coli*, and the *C. Camphora* essential oil could be applied as an antibacterial agent to replace or ally with antibiotic.

## Introduction

*Escherichia coli*, discovered in 1884 by a German biologist, is classified as a rod-shaped, Gram-negative bacterium in the family Enterobacteriaceae. The bacterium mainly inhabits the lower intestinal tract of warm-blooded animals, including humans, and is often discharged into the environment through faeces or wastewater effluent. Many gene manipulation systems have been developed using *E. coli* as the host bacterium, producing countless enzymes and other industrial products. Genome sequence analysis of *E. coli* was first reported in 1997. Since then, more than 4800 *E. coli* genomes have been sequenced (Jang et al., 2017). *E. coli*, paradoxically, is also one of the main pathogens, being responsible for both intraintestinal and extraintestinal infections. In some cases, some *E. coli* strains multiply and become pathogenic pathogens, and cause diseases such as diarrhea, peritonitis, colitis, bacteremia, urinary tract infections, and in severe cases, kidney failure and cancer (Welch et al., 2002; Kaper, 2005; Arthur et al., 2012; Russo & Johnson, 2003).

In the past few decades, the extensive use of antibiotics led to the development of drug-resistant strains, which especially contributed to emergent antibiotic-resistant pathogens and potentially resistant organisms (Davies, 2007; Davies, 1996). Considering, several researchers are focused on finding other materials, which could replace or supplement antibiotic treatment natural green essential oils may be the best choices (Bakkali et al., 2008).

Essential oils, which are extracted from all parts of plants, are volatile oils. To date, several studies documented that plant essential oils possess the efficacy of inhibiting pathogens: e.g., *Ocimum basilicum* essential oil inhibits *Cryptococcus* growth (Cardoso et al., 2017), *Clove* essential oil inhibits *Campylobacter jejuni* (Kovács et al., 2016), and *Perilla* oil inhibits *Staphylococcus aureus* (Qiu et al., 2011). In addition, when combined with antibiotics, they exhibit to inhibit the growth of drug-resistant strains (Langeveld, Veldhuizen & Burt, 2014). The essential oil was applied to clinical treatment; for example, as a stimulant, it has been administered internally to treat mild muscle pain, muscle congestion, breast pain; but as an analgesic and antipruritic agent, when applied to external treatment (Van Wyk, Van Oudtshoorn & Gericke, 2009). Essential oils can even be adopted to treat cancer (Sylvestre et al., 2006).

*Cinnamomum camphora* (*C. Camphora*) essential oil has a variety of biological properties, and its application as an antibacterial agent is increasing gradually. Numerous reports had implicated that *C. camphora* essential oil not only exerts a strong antibacterial effect on *Candida albicans*, *Saccharomyces cerevisiae*, and other gram-positive bacteria, but also exerts an inhibitory effect on gram-negative bacteria such as *E. coli* and *S. aureus* (Juteau et al., 2002; Santoyo et al., 2005). Furthermore, the vapor-phase of *C. camphora* essential oils possessed significant antibacterial activity (Wu et al., 2019). In addition, *C. camphora* essential oil also was implicated in the effect on antiviral, anti-cough (Tirillini, Velasquez, and Pellegrino 1996; Kamdem & Gage, 1995; Viljoen et al., 2003; Hammerschmidt et al., 1993).

Currently, the bacteriostatic mechanism associated with *E. coli* only has been partially illustrated. For *C. camphor* essential oil, the bacteriostatic mechanism associated with *E. coli* has never been reported. In this study, *E. coli* was treated with water, acetone, and *C. camphora* essential oils, respectively, and then the morphology of *E. coli* was analyzed. Then, we explored the inhibitory mechanism of *C. camphora* essential oil against *E. coli* by using RNA-seq techniques. The transcriptomic data showed that essential oil inhibited the metabolism, chemotaxis, and some genes related to the resistance reactions of *E. coli*. These findings are helpful to expand the understanding of the antimicrobial mechanisms of essential oils against *E. coli*.

## Materials & Methods

### Materials

The 98% *C. camphora* essential oil used in this study was purchased from Chengdu Aikeda Chemical Reagent Co. Ltd and the acetone was from Xilong Scientific Co. Ltd. *E. coli* ATCC8739, provided by the Strain Preservation Center, was cultured in Luria-Bertani (1% sodium chloride, 1% peptone, and 0.5% yeast extract).

### Evaluation of antibacterial activity

#### Assay of antibacterial activity

The LB solid medium was poured into the culture dish, and the solidified medium covered only the bottom. After putting into four Oxford cups, appropriate LB solid medium was added. After medium solidified, took out the Oxford cup and evenly spread the cultured *E. coli* on the solid medium, carefully avoid the four wells. Then, equal amounts of agent, essential oil, ampicillin, acetone, and water, were placed into four wells, respectively. Cultured at 37 °C, overnight.

#### Analysis of the growth of *E. coli*

A total of 1 ml of agent, which is water, acetone, and *C. camphor* essential oil respectively, was injected into a 3 ml LB liquid medium, and three replicates for each group. The *E. coli* was inoculated at 1:100, and incubated at 37 °C and 200 rpm. After shaking culture for 24 h, the bacteria were collected by centrifugation and the wet weight was weighed. In order to obtain dry weight, the bacteria were put into the drying closet (60 °C) and weighed several times until the constant weight was obtained (Fan et al. 2015). The wet weight and dry weight are the average of three repeated experiments. Dry and wet weights should be measured at a fixed time each day for 7 consecutive days.

### Determination of MIC and MBC

Minimum inhibitory concentration (MIC) determination is to determine the lowest concentration of the essential oil that inhibits the growth of bacteria. MIC was defined as the concentration for the transition from a plate full of colonies to a dense single colony. Minimum bactericidal concentration (MBC) determination is to determine the minimum concentration of the essential oil that kills bacteria, which was defined the minimum concentration for no bacterial colony growth as the MBC. After treating *E. coli* with acetone (100% concentration) and water, the wet and dry weights of them were measured to determine the inhibitory effect of the essential oil on the growth of them. After different concentrations of acetone and the essential oil were applied to *E. coli*, the inhibitory effects of the different concentrations of acetone on the growth of *E. coli* were determined according to the growth of the plate colony and turbidity of the culture medium during culture. All the experiments were repeated in triplicate.

### Effects of the essential oil on the cell membrane and cell wall of *E. coli*

With water as a control, *E. coli* ATCC8739 was treated with acetone and 1/2 MIC of the essential oil to determine the cell integrity and effect of the essential oil on the cell permeability. In order to detect β-galactosidase (β-Gal) and alkaline phosphatase (AKP) leakage in the supernatant, the β-galactosidase enzyme activity and alkaline phosphatase assay kits (Solarbio) were used respectively.

### RNA-seq analysis

*E. coli* was first treated with lysozyme for 5 min at room temperature. Then, total RNA was extracted using RNAiso (TakaRa, D9108A) according to the manufacturer’s instructions. Then the biomass was stored at −80 ^∘^C until further treatment. RNA purity was assessed using a NanoDrop ND-1000 Spectrophotometer (Isogen Life Science) and 1% agarose gel electrophoresis. Then the high-quality RNA was sent to the Beijing Novogene Bioinformatics Technology Co., Ltd (Beijing, China).

In order to obtain the high-quality clean data, the raw reads from the Beijing Novogene Bioinformatics Technology Co., Ltd were initially processed for removing the adapter sequences and low-quality reads. Clean Reads were quickly and accurately compared with the reference genome of *E. coli* by using Bowtie2 to obtain the localization information of Reads on the reference genome. After the quantification of gene expression was completed, DESeq2 was used to conduct statistical analysis on the expression data, and the genes with significantly different expression levels in different states were screened. GOseq was used in Gene Ontology (GO) enrichment analysis which was based on Wallenius non-central hyper-geometric distribution. KOBAS (2.0) was used for Pathway significant enrichment analysis, which took pathways in the Kyoto Encyclopedia of Genes and Genomes (KEGG) database as units, and applied hypergeometric test to find the pathways that showed significant enrichment in differentially expressed genes compared with the whole genome background.

### Real-time polymerase chain reaction

Total RNA was reverse transcribed into cDNA using the PrimeScript RT reagent kit (Takara, Japan). Real-time polymerase chain reaction (RT-PCR) was performed using the SYBR Green Premix Ex Taq II (Takara, Japan) and Applied Biosystems StepOnePlus real-time PCR System (Applied Biosystems, Carlsbad, CA, USA).

## Results

### Antibacterial activity

To investigate the bacteriostatic activity, the Oxford cup method was used to detect the bacteriostatic circle. Compared with water and solvent acetone, which have no bacteriostatic phenomenon, the essential oil and ampicillin solution show stronger bacteriostatic activity (Fig. 1A). The antibacterial activity of ampicillin solution was slightly higher than that of the essential oil, but there was no significant difference, and the inhibitory zone size was between 11-11.5 mm (Table 1). This result suggested that the essential oil (100% concentration) had antibacterial effect on *E. coli*, and had similar antibacterial activity as 0.1 mg/ml ampicillin solution.

**Figure 1:**
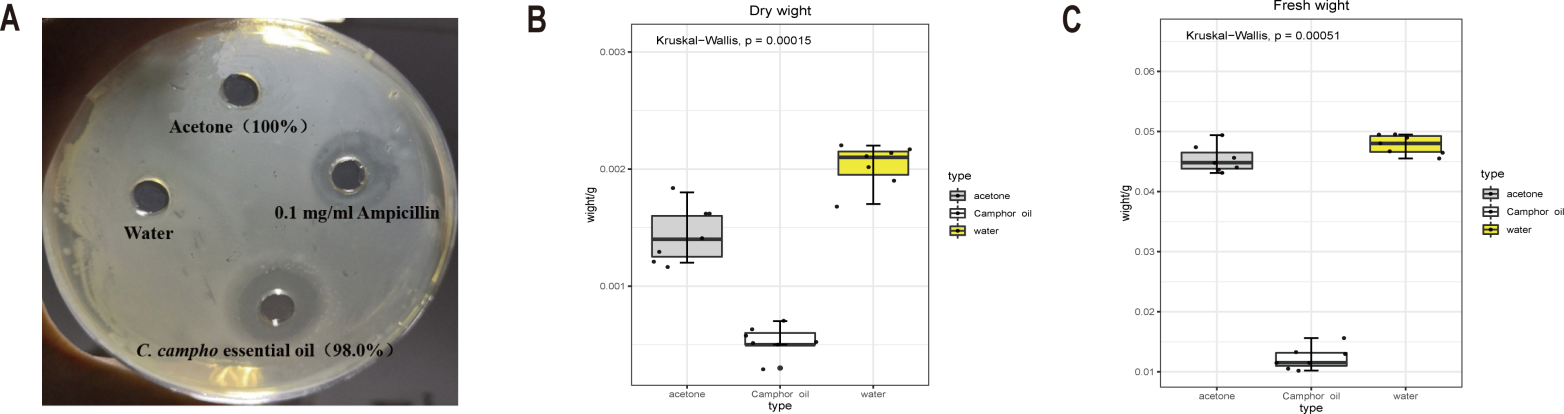
The essential oil and ampicillin solution show stronger bacteriostatic activity. The dry and fresh weight of *E. coli* was significantly reduced after treatment with the essential oil. (A) Diameter of bacteriostatic circle for four treatments. (B) Fresh weight and (C) dry weight of *E. coli* after treatment with C. camphora essential oil (100% concentration), acetone (100% concentration) and water.

**Table 1:** Diameter of bacteriostatic circle for four treatments (mm).

	Water	Acetone	Camphor oil	0.1 mg/ml ampicillin
Diameter	0	0	11 ± 0.5	11.5 ± 0.6

Comparing the control and acetone, the dry and wet weights of *E. coli* reduced significantly after treatment with the essential oil (Figs. 1B, 1C). The dry and wet weights of *E. coli* treated with acetone, the solvent of the essential oil, were also less than those treated with water. This indicated that the essential oil exerted a strong antibacterial effect on *E. coli*, and acetone also had certain inhibitory effect on the growth of *E. coli*. Therefore, different concentrations of acetone were applied to *E. coli*, and the inhibition effect of the different concentrations of acetone on the growth of *E. coli* was determined according to the growth of the plate colony and turbidity of the culture medium during culture. (Table 2). The results showed that acetone did not exert a strong bacteriostatic effect. To ensure the minimum effect of the solvent on the bacteriostatic phenomenon and at the same time to dissolve the essential oil, 5% acetone concentration was selected as the concentration of dissolved the essential oil.

**Table 2:** Inhibition effect of acetone at different concentrations.

Concentration Percentage (%)	Colony growth	Turbid degree
2.5–5	Complete coverage	Turbidity
7.5–10	Complete coverage	Slight turbidity
12.5–15	Dense colonies	Clear
17.5–25	Sparse colonies	Clear

The MIC and MBC of the essential oil are shown in Table 3. This indicated that the essential oil exerted a strong bacteriostatic effect on *E. coli*, and the MIC value was 0.625%. The MBC of the oil against *E. coli* was 2.5%. Therefore, to explore the antibacterial mechanism of the essential oil on *E. coli*, the 1/2 MIC of the essential oil concentration was selected to treat *E. coli.* In this case, the *E. coli* plate colony showed growth, but the growth rate was much lower than that of the control.

**Table 3:** Inhibitory effect of camphor oil with different concentration.

Concentration Percentage (%)	Colony growth	Turbid degree
2.5	No colony	Clear
1.25	Sparse colonies	Clear
0.625	Dense colonies	Clear
0.3125	Complete coverage	Slight turbidity

### Effects of the subinhibitory concentration of the essential oil on the cell membrane and cell wall of *E. coli*

Beta-galactosidase is an intracellular enzyme which could not be detected in supernatant. Figure 2A shows that the content of β-galactosidase enzyme in the supernatant was very low during the 24 h analysis. The consistency occurs in three treatments. This indicated that 1/2 MIC of the essential oil and acetone did not inhibit the growth of *E. coli* by destroying the cell membranes.

**Figure 2:**
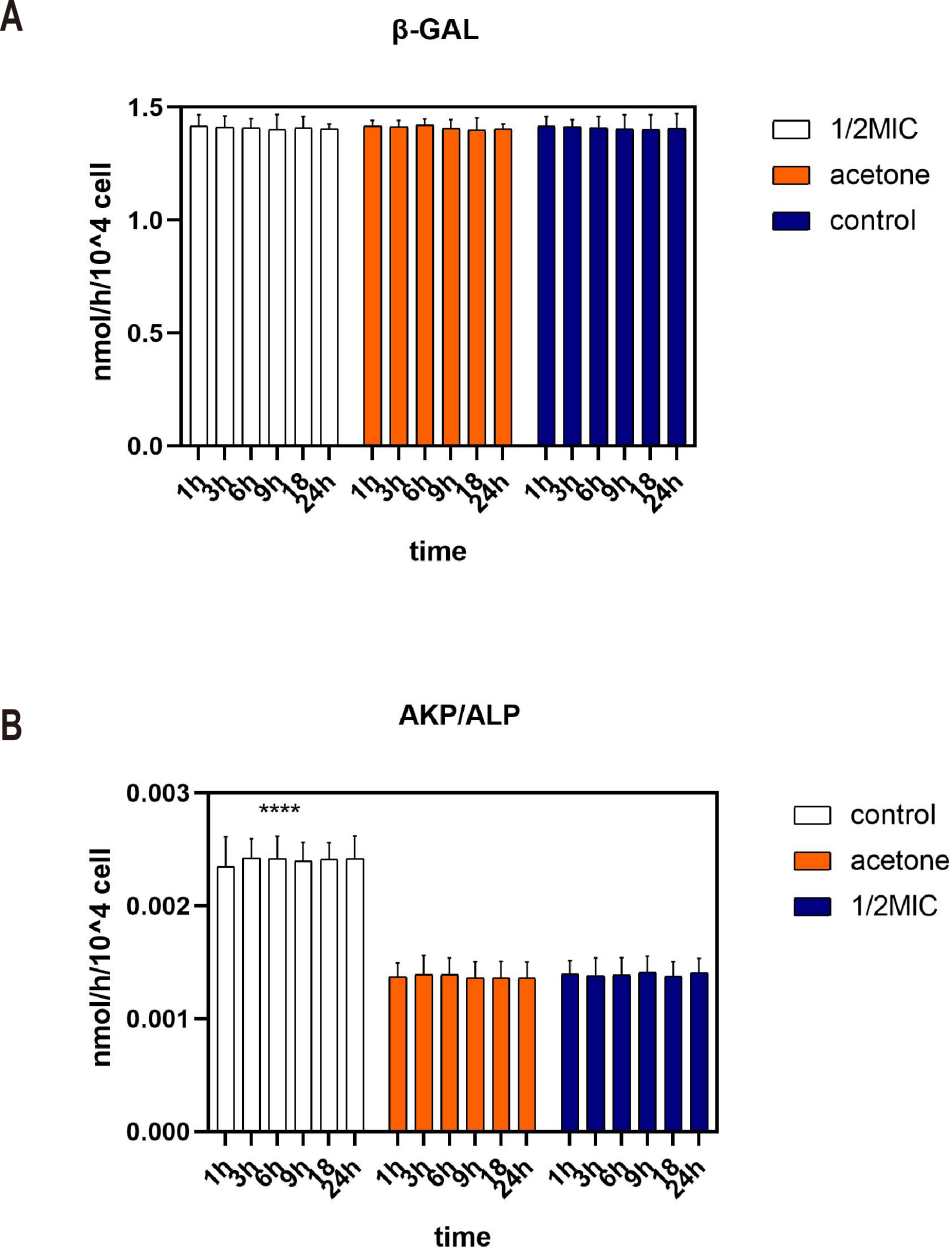
Effects of *C. camphora* essential oil on cell membrane (A) and cell wall (B) integrity of *E. coli*.

Alkaline phosphatase (AKP) is a protease that exists between cell membranes and cell walls. It is almost impossible for AKP to pass through the cell wall of a healthy bacterium. Moreover, AKP activity was higher in the control group than in the acetone and the essential oil (Fig. 2B). Therefore, acetone and 1/2 MIC of the essential oil did not destroy the cell wall of *E. coli* and even prevented the cell wall from being destroyed.

### Identification of differentially expressed genes

The difference in expression is determined by understanding the difference genes between different treatment to clarify the gene regulation. Then the DEseq package and setting the parameter padj at < 0.05 were adopted to identify the differentially expressed genes.

To investigate the effect of the essential oil on the gene expression of *E. coli*, upregulated and downregulated genes were assessed (Figs. 3A–3D). 

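RNA of *E. coli* ATCC8739 was sequenced after growth with water (2 libraries), with acetone, the solvent of the essential oil (1 library), and with the essential oil at 1/8, 1/4 and 1/2 MIC (3 libraries each). The authors mapped the reads with Bowtie2 and deposited FPKM (fragments per kilobase of gene, scaled to a fixed total of fragments assigned to genes) for 4549 genes, without scaling between libraries. The genome build is not given in the sources used here. The genes carry the identifiers of *E. coli* K-12 MG1655, and 4544 of them matched the RefSeq gene table of that strain, so genes of ATCC8739 outside that list were not measured. No value above 0 was found in any library for 440 genes. Multiplied by gene length, FPKM gave back whole read numbers for 99.4 to 99.5% of the values above 0, within a tolerance of 0.05 read. By these read numbers, the water libraries held 4262088 and 6479673 reads on genes and the acetone library held 3822569. The range was 4258677 to 5488712 (median 5371367) at 1/8 MIC, 3984126 to 5579271 (median 4557552) at 1/4 MIC and 3161780 to 3917856 (median 3184114) at 1/2 MIC. Protein-coding genes took 43.9% ± 0.0121 (SD, n = 2) of the reads with water, 13.9% ± 1.74 (SD, n = 3) at 1/8 MIC, 32.2% ± 1.41 at 1/4 MIC and 42.2% ± 2.09 at 1/2 MIC. The depth left for these genes was therefore lowest at 1/8 MIC, with 577559 to 849244 reads per library and a median of 27 to 42 reads per tested gene, against 98 and 156 reads with water. The reads carry no molecular identifiers, so intervals on read numbers cover counting error only. For the comparisons, FPKM was divided by a median-of-ratios factor per library, between 0.427 at 1/8 MIC and 1.74 at 1/2 MIC, and log2(FPKM + 1) was fitted with limma, with a mean-variance trend, over all 12 libraries in 5 groups. The 4022 genes with an FPKM of at least 1 in at least 2 libraries were tested, and a gene was called at a Benjamini-Hochberg adjusted p under 0.05. Expression values are given as scaled FPKM, and fold changes on the log2(FPKM + 1) scale understate the change of genes with low values.

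**Figure D1:**
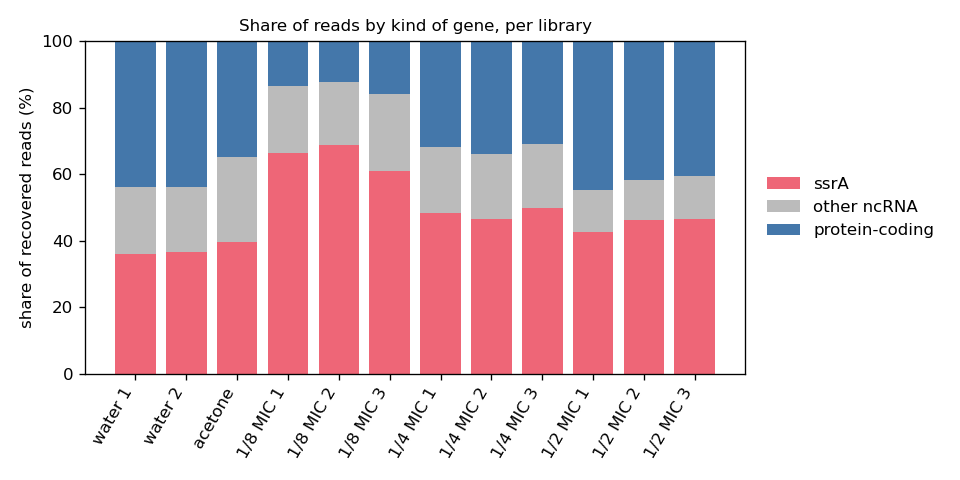
Share of the recovered reads (%, vertical axis) on ssrA, on other genes annotated as ncRNA and on protein-coding genes, with 1 stacked bar for each of the 12 libraries. The protein-coding share lies between 12.4 and 15.8% in the libraries of 1/8 MIC, below every other library.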

The results showed that there were only 81 different genes in the acetone-treated compared with the control, consistent with previous results. Nevertheless, there were 1745, 2311, and 2359 differential genes in the 1/8 MIC, 1/4 MIC, and 1/2 MIC of the essential oil-treated compared with the control, respectively. 

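Between the acetone library and the 2 water libraries, 1641 of the tested genes were called by limma, 867 higher and 774 lower with acetone, and 997 of the calls changed at least 2-fold. At an unadjusted p under 0.05 the count was 1916. Acetone had 1 library, which was assumed to vary like the other groups (7 residual degrees of freedom). With each library left out in turn, the count stayed between 1341 (without water replicate 1) and 1722. The split into higher and lower calls moved most on FPKM as deposited, with 354 higher and 1183 lower, a share of 23.0% higher against 52.8% on scaled FPKM. Single oil libraries tested in the same way against the 2 water libraries gave 1999 to 2160 calls, and single oil libraries tested against the other 2 of their own concentration gave at most 8. The largest rise was that of btsT (b4354), from 2.99 ± 0.101 (SD, n = 2) with water to 333 with acetone, a log2 fold change of 6.39 (SE 0.17, adjusted p = 1.2e-09 from limma). It was followed by ilvG (b4488), annotated as a pseudogene in MG1655, with a log2 fold change of 4.22, and torA (b0997) with 4.16. Among the falls, slp (b3506) went from 284 ± 35.3 with water to 7.25 with acetone, a log2 fold change of -5.10 (SE 0.69, adjusted p = 1.2e-04 from limma). The short genes ibsC (b4665) and trpL (b1265) are listed at 0 with acetone, against 54.8 and 40.2 (ibsC) and 27.4 and 46.5 (trpL) in the water libraries. The position of ibsC overlaps that of sibC over 60 bases, so its reads are uncertain. Across the tested genes, which are not independent replicates, the log2 fold changes with acetone and with the essential oil had Pearson's r of 0.656 at 1/8 MIC, 0.685 at 1/4 MIC and 0.595 at 1/2 MIC. Both comparisons use the same water libraries, and unchanged groups simulated against them 100 times gave a mean r of 0.451 (0.394 to 0.509). All change in the simulated groups is noise, so this r is not the part of the likeness that sharing explains. With a separate water library for acetone and for the oil, r was 0.550 to 0.654.

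**Figure D2:**
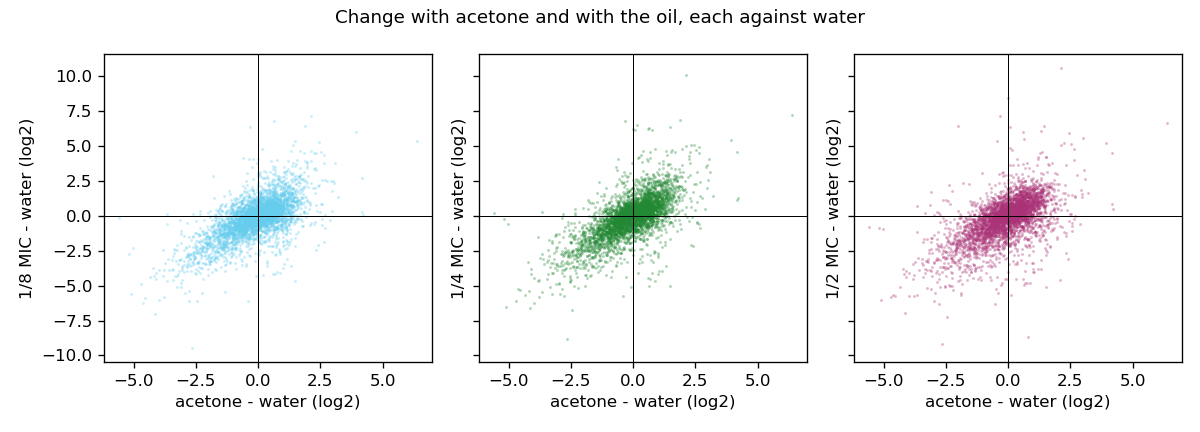
Log2 fold change against water of each tested gene with acetone (horizontal axis) and with the essential oil at 1/8, 1/4 and 1/2 MIC (vertical axis), with 1 point per gene. Of all tested genes, 71.3%, 74.9% and 71.6% changed in the same direction. The mean was 64.9% for the simulated unchanged groups, in which all change is noise.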

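Against water, limma called 2326 genes at 1/8 MIC, 2414 at 1/4 MIC and 2476 at 1/2 MIC. Of these calls, 1411, 1542 and 1600 changed at least 2-fold. Leaving out each library in turn gave 1951 to 2330 calls at 1/8 MIC, 2088 to 2500 at 1/4 MIC and 2126 to 2548 at 1/2 MIC, each lowest without a water library. Of the calls against water, 1046, 1104 and 1241 were also called in the same direction when the acetone library took the place of the water libraries. A smaller number of the calls against water reversed, being called in the opposite direction against the acetone library. The largest rise at every concentration was that of asr (b1597), which had 23.7 ± 3.34 (SD, n = 2) with water, 3451 ± 117 (SD, n = 3) at 1/8 MIC, 25655 ± 1415 at 1/4 MIC and 37208 ± 5001 at 1/2 MIC. Its log2 fold changes were 7.14, 10.03 and 10.56 (SE 0.11 each, adjusted p = 1.8e-12, 4.7e-14 and 2.6e-14 from limma). At 1/8 MIC the next largest rises were those of hmp (b2552), from 8.54 ± 0.620 to 1036 ± 162 (log2 fold change 6.75, SE 0.17), and treB (b4240), from 3.93 ± 1.08 to 425 ± 58.2 (6.44, SE 0.16). At 1/4 MIC they were those of btsT, at 571 ± 19.6 (log2 fold change 7.16, SE 0.13), and treB (log2 fold change 6.83). At 1/2 MIC ytfE (b4209) rose from 3.47 ± 0.793 to 642 ± 129 (log2 fold change 7.16, SE 0.17), and ydgU (b4601), listed at 0 in both water libraries, had 368, 263 and 405. The largest fall at every concentration was that of yghW (b2998), with 743 and 674 in the water libraries. This gene is listed at 0 in the 3 libraries of 1/8 MIC, and had 1.32, 0.766 and 0 at 1/4 MIC and 0, 0 and 0.721 at 1/2 MIC. The gene flxA (b1566) fell from 773 ± 37.6 with water to 5.19 ± 2.15 at 1/8 MIC (log2 fold change -7.02, SE 0.28) and was also among the largest falls at 1/4 MIC (log2 fold change -6.63). At 1/8 MIC gadE (b3512) had 0, 1.61 and 1.28, against 139 and 132 with water. The porin gene ompF (b0929) went from 5779 ± 301 with water to 53.1 ± 10.5 at 1/4 MIC and 37.3 ± 8.84 at 1/2 MIC (log2 fold changes -6.76 and -7.26, SE 0.18 each). At 1/2 MIC zraP (b4002) fell from 6776 ± 17.0 to 15.9 ± 2.55 (log2 fold change -8.66, SE 0.12, adjusted p = 3.1e-13 from limma).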

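The median absolute log2 fold change over all tested genes was 0.71 at 1/8 MIC, 0.79 at 1/4 MIC and 0.81 at 1/2 MIC. Over 24 ways of fitting, which differ in scaling, filter, test, control or the libraries left out, the number of called genes rose at each step of concentration in 17. With the acetone library as the control, the counts were 1505, 1474 and 1642 from the lowest to the highest concentration. On FPKM as deposited they were 3263, 2574 and 2493, in the opposite order. The order also broke without 1/4 MIC replicate 2 (2278 at 1/8 MIC and 2272 at 1/4 MIC) and without 1/4 MIC replicate 3 (2289 and 2288). Without replicate 1, 2 or 3 of 1/2 MIC, that concentration gave 2309, 2356 and 2356 calls, below the 2362, 2378 and 2418 of 1/4 MIC in the same fits. Leaving out a library of 1 concentration lowers the power for that concentration alone. Breaks of the order in these fits therefore do not test it.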

For the concentration of essential oil, the number of the different genes were increased. Among them, the downregulated genes increased with an increase in concentration, but the upregulated genes increased first and then stabilized. 

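Of the called genes, 1089 were higher and 1237 lower at 1/8 MIC, 1168 higher and 1246 lower at 1/4 MIC, and 1171 higher and 1305 lower at 1/2 MIC. The share of higher calls was 46.8%, 48.4% and 47.3%. The split depended on the scaling. Quantile normalization gave 1249 higher and 1077 lower at 1/8 MIC (53.7% higher), 1313 and 1117 at 1/4 MIC (54.0%), and 1388 and 1102 at 1/2 MIC (55.7%). On FPKM as deposited, where the median of all genes at 1/8 MIC lay at -1.41 (log2), the calls were 184 higher and 3079 lower (5.64% higher). At 1/4 MIC the deposited values, with a median of -0.57, gave 617 higher and 1957 lower (24.0%), and at 1/2 MIC, with a median of 0.080, 1313 higher and 1180 lower (52.7%). The number of lower calls rose at each step of concentration in 14 of the 24 ways of fitting, and the number of higher calls in 16. Some of the other fits leave out a library of 1 concentration, which lowers the power for it alone and does not test the order. The ratio of higher calls at 1/2 MIC to those at 1/4 MIC was 1.00, with a range of 0.956 to 1.06 over the other ways of fitting and 2.13 on FPKM as deposited.

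**Figure D3:**
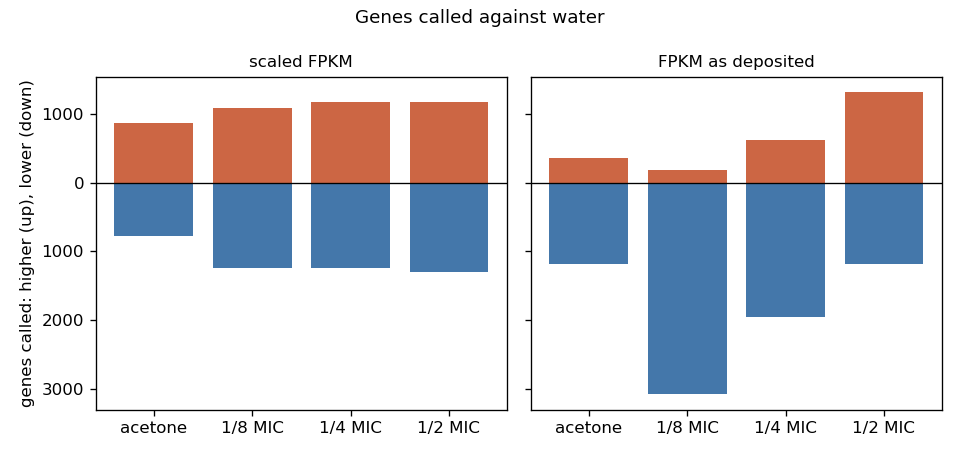
Number of genes called against water (vertical axis) as higher (red, up) and lower (blue, down) with acetone and with the essential oil at 1/8, 1/4 and 1/2 MIC (horizontal axis), on scaled FPKM (left) and on FPKM as deposited (right). The bars for 1/8 MIC have 1237 lower calls on scaled FPKM and 3079 on FPKM as deposited.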

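At 1/4 and 1/2 MIC, 853 genes were called higher at both concentrations and 987 were called lower at both. A further 133 were called at both with opposite directions. Across the tested genes the log2 fold changes at the 2 concentrations had Pearson's r of 0.839. Simulated unchanged groups that share the water libraries had a mean of 0.602 (0.550 to 0.649). All change in those groups is noise, so their mean is not the part of the observed r that sharing explains.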

There was little difference in the upregulated genes, compared with the 1/4 MIC and 1/2 MIC of the essential oil. This result indicated that the concentration of 1/4 MIC of the essential oil was an equilibrium point. 

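Between 1/8 and 1/4 MIC, limma called 1671 genes, 889 higher and 782 lower at 1/4 MIC, of which 597 changed at least 2-fold. From 1/4 to 1/2 MIC the number was 1693, with 812 higher and 881 lower at 1/2 MIC, and 650 changed at least 2-fold. The counts stayed between 1459 and 1674 for the first step and between 1475 and 1767 for the second when each library was left out in turn. FPKM as deposited shifted both splits, to 2515 higher and 108 lower for the first step and 2219 higher and 329 lower for the second, and quantile normalization gave 897 higher and 771 lower for the second. A comparison of 3 libraries with 3 has 10 splits, so the smallest share of splits that an exact permutation of the libraries allows is 1 of 10.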

Perhaps at this concentration, the regulation of growth in *E. coli* reached its maximum value.

**Figure 3:**
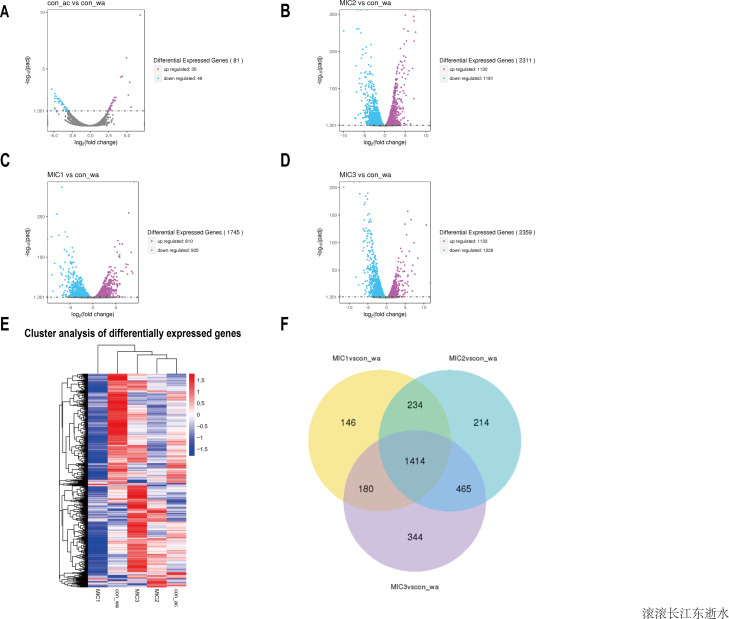
Overview of the gene expression analysis. (A–D) In comparison with water treatment, the volcano diagrams of differential genes after acetone and different concentrations of *C. camphor* essential oil treatment. (The horizontal axis shows the fold change of genes in different samples. The vertical axis shows the statistically significant degree of changes in gene expression levels. The points represent genes. Gray dots indicate no significant difference in genes, purple dots indicate upregulated differential expression genes, blue dots indicate downregulated differential expression genes). Hierarchical clustering heat map of different gene expressions in different experimental conditions. Red represents high gene expression and blue represents low gene expression. (F) Differential gene Venn diagram. (With water treatment as the control, differential gene Venn diagram of different concentrations of the essential oil treated.

To analyze gene expression patterns of differentially expressed genes in different processing states, cluster analysis was adopted. Genes with similar expression patterns may have similar functions, or participate in the same metabolic process, or participate in the same cell pathway. Therefore, these genes with similar expression patterns were grouped into classes to examine the changes in gene expression under different treatment conditions and the gene expression changes were examined after gene normalization. The results showed that the gene expression patterns were different among the different treatments, indicating that the metabolic pathways were different among the different treatments (Fig. 3E).

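Over the tested genes, 1 minus Spearman's correlation between libraries averaged 0.0241 within the water group and the 3 oil groups and 0.132 between them, a difference of 0.107. Among the 92400 arrangements of these 11 libraries into groups of the same sizes, none that parted them in another way gave as large a difference (one-sided exact permutation test, p = 6.5e-05, the smallest this design allows). The difference was 0.185 over genes with an FPKM of at least 10 in at least 2 libraries, the alternative that moved it most. With each library left out in turn it stayed between 0.0884 and 0.115. The mean correlation of the water libraries with those of the oil was 0.812 at 1/8 MIC, 0.788 at 1/4 MIC and 0.786 at 1/2 MIC. Among the oil groups it was 0.931 between 1/8 and 1/4 MIC, 0.926 between 1/4 and 1/2 MIC and 0.894 between 1/8 and 1/2 MIC. The acetone library, which entered no test here, had 0.895 with water and 0.893, 0.889 and 0.866 with the oil in the order of concentration. Replicates of 1 group had between 0.964 (1/8 MIC) and 0.987 (water).

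**Figure D4:**
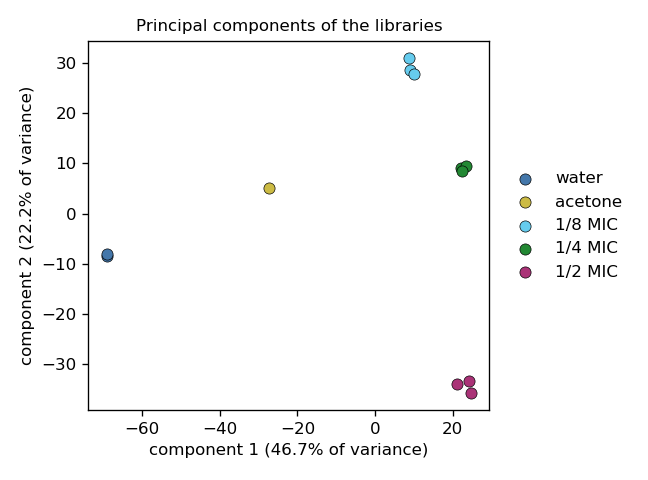
First and second principal component (46.7% and 22.2% of the variance) of log2(scaled FPKM + 1) over the tested genes, with 1 point per library and colors for water, acetone and the essential oil at 1/8, 1/4 and 1/2 MIC. The first component parts the water libraries from those with the oil, and the second orders the 3 concentrations.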

To understand how the genes were classified, a Venn diagram of the different genes was constructed. 

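At all 3 concentrations, 1624 genes were called against water, 40.4% of those tested. Of these, 638 were higher and 814 lower at every concentration, and 172 changed direction between concentrations. Lists of these sizes drawn independently would share 859 genes, but the 3 comparisons share the water libraries. Unchanged groups simulated against these libraries 100 times gave 0 common genes in every simulation. Among genes that do change, the part of the overlap due to the shared libraries was not measured. The acetone library as the control moved the count most, to 729, and it stayed between 1302 (without water replicate 1) and 1651 with each library left out in turn. At least 1 concentration called 3145 genes.

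**Figure D5:**
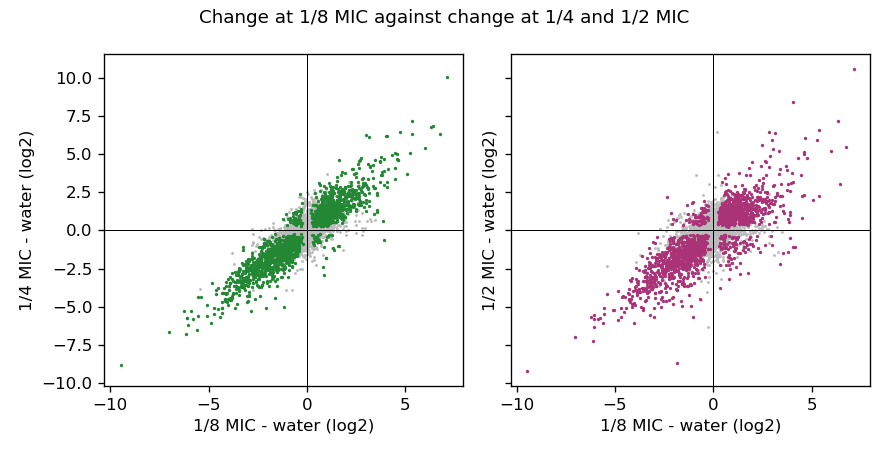
Log2 fold change against water of each tested gene at 1/8 MIC (horizontal axis) and at 1/4 MIC (left) or 1/2 MIC (right, vertical axis), with 1 point per gene. Colored points are the 1624 genes called at all 3 concentrations and gray points the other tested genes.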

The results showed 1,414 identical differentially expressed genes in *E. coli* treated with three concentrations of the essential oil compared with the control (Fig. 3F). The function of these common differentially expressed genes may be related to *E. coli* resistance.

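Resistance was followed through 4 lists of genes fixed from their names: acid resistance, multidrug efflux with the mar, sox and rob regulators, heat shock chaperones and proteases, and curli with cellulose. Of the 14 acid resistance genes tested, 12 were called at all 3 concentrations, 1 higher and 11 lower at each. The efflux list had 13 of 22, with 6 higher and 5 lower throughout. For heat shock the number was 5 of 17 (1 higher and 4 lower), and for curli and cellulose 7 of 15 (1 higher and 6 lower). In the lists outside resistance, the genes called at all 3 concentrations (with those higher and lower at each) were 22 of 25 (16 and 0) for the citrate cycle, 11 of 14 (0 and 11) for purine synthesis, 15 of 20 (1 and 14) for chemotaxis, 15 of 23 (14 and 0) for synthetases, 18 of 30 (4 and 12) for alanine, aspartate and glutamate metabolism, 8 of 14 (0 and 8) for the one carbon pool, 21 of 41 (16 and 1) for oxidative phosphorylation, 21 of 54 (1 and 2) for ribosomal proteins, 21 of 57 (9 and 11) for 2-component systems and 13 of 40 (0 and 13) for flagellar genes. Whether the common genes hold more resistance genes than other genes was not tested.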

### GO analysis of the differential genes

To explore the antibacterial mechanism of the essential oil, GO term enrichment analysis was performed on the differential genes of treatment with 1/8, 1/4, and 1/2 MIC of the essential oil (Fig. 4). The differential genes under different treatments were introduced into the R Programming; the GOseq package was employed to enrichment analysis and the hmmscan package was used for annotation. The 30 GO terms with the most significant enrichment were selected and plotted in the graph. In addition, to understand the GO terms which were significantly enriched in the GO analysis, a directed acyclic graph (DAG) analysis was performed to draw the DAG diagrams of the biological process (BP), molecular function (MF), and cellular component (CC). Data files were given as Figs. S1–S3. The non-analytic and chaotic nodes were screened out and analytic and significantly enriched nodes were sorted out for viewing by using Visio. In Figs. S1–S3, each ellipse node represents a GO term, and the box represents the GO with an enrichment degree of TOP 10. 

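The GO and KEGG annotation behind Figs. 4 and 5 was not used here, and 14 lists of genes stood in for their leading terms. The lists were fixed from *E. coli* gene names after the figures were read and before the expression values were seen. Each list was tested at each concentration with limma's camera (preset correlation 0.01, Benjamini-Hochberg adjustment over 42 tests), and its value is the median log2 fold change of its genes against water minus that of all tested genes. Values of single genes are log2 fold changes against water. Camera tests whether a list shifts in a common direction relative to other genes, while the paper tested enrichment among higher and among lower genes. A list with members going both ways can thus be left uncalled here and still hold many lower genes. Camera called 25 of the 42, 16 down and 9 up, and in each of these all 3 libraries of the concentration had the direction of the list. All 25 were also called by fry, which estimates the correlation and called 39. It left out ribosomal proteins at 1/4 MIC and heat shock and efflux at 1/8 MIC. Fry asks whether the genes of a list change on average against water, not whether they differ from other genes. With 2326 to 2476 of the 4022 tested genes called at each concentration, a call by fry is no evidence of a shift relative to all genes. At 1/8 MIC the chemotaxis list lay at -2.32 (adjusted p = 8.8e-04), with 2 of the 20 genes called higher and 15 lower (the same counts adjusted over the list alone). Its largest changes were those of tar (b1886), at -4.53 (SE 0.26), and cheA (b1888), at -3.37 (SE 0.27). De novo purine synthesis had -3.22 (adjusted p = 8.3e-06), with 0 of the 14 genes called higher and 12 lower (the same counts adjusted over the list alone), led by purT (b1849, -4.17) and purM (b2499, -4.07). The regulators and sensors of 2-component systems, taken for signal transduction, were not called as a list (-0.055, adjusted p = 0.539), and had 12 of the 57 genes called higher and 17 lower (11 and 15 adjusted over the list alone). Within that list evgA (b2369) and hprS (b1968) changed most, by -2.48 and -2.44. Aminoacyl-tRNA synthetases rose relative to all genes (0.56, adjusted p = 0.00362), with 14 of the 23 genes called higher and 3 lower (the same counts adjusted over the list alone). Against the acetone library alone, the alternative that moved it most, this list was called lower (-0.51, adjusted p = 1.2e-05), and it was no longer called on FPKM as deposited (0.30) or against water and acetone pooled (0.18). Its genes asnS (b0930) and aspS (b1866) rose by 1.29 and 1.06, and were called lower on FPKM as deposited (-0.33 and -0.53). Acid resistance genes lay at -3.46 (adjusted p = 4.8e-04), with 1 of the 14 genes called higher and 11 lower (the same counts adjusted over the list alone), and asr and gadE changed most. The list was no longer called against the acetone library (-0.60) or on FPKM as deposited (-3.31). Curli and cellulose genes (-0.86, adjusted p = 0.153) were not called as a list, and had 2 of the 15 genes called higher and 7 lower (the same counts adjusted over the list alone), among them bcsE (b3536, -3.18) and csgD (b1040, -3.22). Heat shock genes had a median of 0.052 and a mean log2 fold change of -0.034 (adjusted p = 0.803), with a direction that turned on FPKM as deposited (-0.19), on quantile-normalized values (-0.022) and without water replicate 1 (-0.052). The list was called lower on FPKM as deposited (adjusted p = 0.0437) and higher against the acetone library (0.49, adjusted p = 0.0101). The list had 4 of the 17 genes called higher and 6 lower (the same counts adjusted over the list alone), led by ibpB (b3686, -1.78) and groL (b4143, 1.30 on scaled FPKM and called lower, at -0.33, on FPKM as deposited). The efflux list had 0.45 (adjusted p = 0.432), with 10 of the 22 genes called higher and 5 lower (the same counts adjusted over the list alone), led by mdtE (b3513, -2.33) and marB (b1532, 2.15).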

For the 1/8 MIC, the downregulated pathways were enriched in the process of bacterial chemotaxis, anabolic metabolism, signal transduction, etc., while the upregulated pathways were mostly enriched in productive metabolic activities and resistance activities. 

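At 1/4 MIC, regulators and sensors of 2-component systems had a list value of -0.30 (adjusted p = 0.155 from camera). The list had 14 of the 57 genes called higher and 23 lower (15 and 23 adjusted over the list alone), and its largest changes were those of hprR (b1969, log2 fold change -3.60, SE 0.20) and evgA (-3.17, SE 0.14). De novo purine synthesis lay at -3.23 (adjusted p = 8.1e-06), with 0 of the 14 genes called higher and 13 lower (the same counts adjusted over the list alone), and purM (-4.67) and purT (-4.47) changed most. Ribosomal protein genes had -0.26 (adjusted p = 0.222) and went both ways, with 8 of the 54 genes called higher and 20 lower (the same counts adjusted over the list alone). They were called lower on FPKM as deposited (-0.34), against water and acetone pooled (-0.46) and against the acetone library (-0.96). The members that moved most were rplT (b1716, 1.67) and rpsL (b3342, -1.35). Aminoacyl-tRNA synthetases had 0.96 (adjusted p = 3.5e-05), with 18 of the 23 genes called higher and 1 lower (the same counts adjusted over the list alone), led by aspS (1.89) and asnS (1.76), and lay at -0.24 against the acetone library, where they were not called. For acid resistance the value was -3.28 (adjusted p = 4.7e-04), with 1 of the 14 genes called higher and 11 lower (1 and 12 adjusted over the list alone). Besides asr, slp changed most (-6.51), and against the acetone library the list lay at -0.58 and was not called.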

For the 1/4 MIC, the downregulated pathways were enriched in the regulation of gene expression, the process of macromolecule anabolic metabolism, and signal transduction, while the upregulated pathways were enriched in the production capacity reaction and the synthesis of some resistant substances. For the 1/2 MIC, the downregulated pathways were enriched in the synthesis, signal transduction, and metabolism processes of macromolecules, while the upregulated pathways were enriched in the synthesis and translation processes of some resistant substances.

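At 1/2 MIC, de novo purine synthesis lay at -3.51 relative to all genes (adjusted p = 2.3e-05 from camera), with 0 of the 14 genes called higher and 13 lower (the same counts adjusted over the list alone). The genes purM and purD (b4005) changed most, with log2 fold changes of -4.82 (SE 0.17) and -4.78 (SE 0.46). The 2-component list had -0.067 (adjusted p = 0.559) and 0.070 with the replicate number as a block. It had 19 of the 57 genes called higher and 20 lower (20 and 22 adjusted over the list alone), led by zraS (b4003, -3.14) and zraR (b4004, -3.07). Ribosomal protein genes were higher (0.69, adjusted p = 4.8e-06), with 38 of the 54 genes called higher and 2 lower (the same counts adjusted over the list alone). Among them rpmI (b1717) rose by 1.35 and rplT by 1.34. Aminoacyl-tRNA synthetases lay at 1.14 (adjusted p = 7.9e-08), with 21 of the 23 genes called higher and 0 lower (the same counts adjusted over the list alone), and aspS (2.36) and asnS (2.00) rose most. Against the acetone library, the ribosomal list lay at -0.25 and the synthetases at -0.0037, and neither was called. Acid resistance genes had -3.13 (adjusted p = 4.7e-04), with 1 of the 14 genes called higher and 12 lower (the same counts adjusted over the list alone), and slp fell by 6.05 on the log2 scale. This list also lost its call against the acetone library (-0.85).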

**Figure 4:**
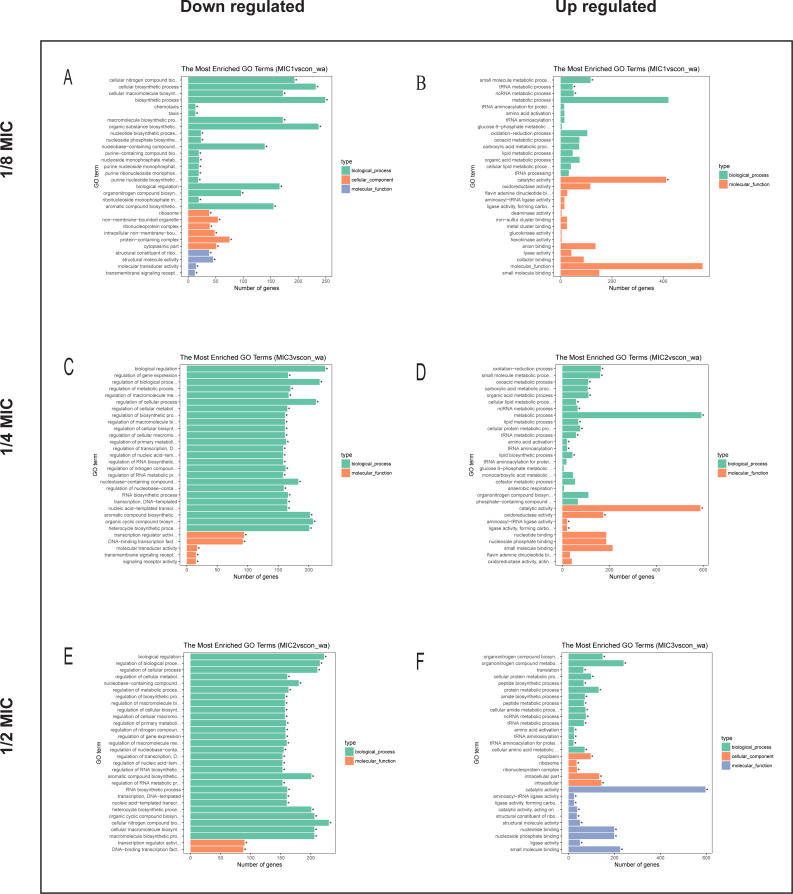
The difference gene of *E. coli* after action of (A, B) 1/8 MIC, (C, D) 1/4 MIC and (E, F) 1/2 MIC *C. camphor* essential oil GO term.

### KEGG pathway analysis of differentially expressed genes

To explore the antibacterial mechanism of the essential oil, KEGG pathway enrichment analysis (Fig. 5). 

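At 1/8 MIC, ribosomal protein genes had a list value of -0.88 (adjusted p = 2.9e-09 from camera), with 3 of the 54 genes called higher and 48 lower (3 and 49 adjusted over the list alone). Of these, rplV (b3315) fell from 116 ± 13.2 (SD, n = 2) with water to 25.7 ± 11.7 (SD, n = 3), and rpmC (b3312) had 2.66, 2.22 and 0, against 12.9 and 15.1 with water. Flagellar genes lay at -0.77 (adjusted p = 8.8e-04), with 0 of the 40 genes called higher and 17 lower (0 and 16 adjusted over the list alone), led by fliA (b1922, log2 fold change -6.07) and fliC (b1923, -5.55). The flagellar list lost its call on FPKM as deposited (-0.26) and against the acetone library (-0.49). The one carbon pool had -0.86 (adjusted p = 0.0157), with 0 of the 14 genes called higher and 8 lower (the same counts adjusted over the list alone), and metF (b3941, -4.50) and purT changed most. Alanine, aspartate and glutamate metabolism had -0.63 (adjusted p = 0.031), with 5 of the 30 genes called higher and 17 lower (the same counts adjusted over the list alone). That call was lost without water replicate 2 (-0.48) and over genes with an FPKM of at least 10 (-0.62). Its member glsA (b0485) had 2.19, 0 and 2.53, against 23.4 and 22.1 with water, and carA (b0032) changed by -3.23. Citrate cycle genes rose relative to all genes (0.93, adjusted p = 2.0e-06), with 20 of the 25 genes called higher and 2 lower (the same counts adjusted over the list alone). The rises of fumC (b1611, 2.17) and fumA (b1612, 2.05) were the largest. On FPKM as deposited the citrate cycle list was not called (0.65), and against the acetone library it lay at -0.32 and was not called either. Oxidative phosphorylation was not called at 0.11 (adjusted p = 0.153), and its direction turned on quantile-normalized values (-0.0096), against water and acetone pooled (-0.10) and against the acetone library (-0.62), where it was called lower (adjusted p = 4.2e-04). This list had 19 of the 41 genes called higher and 11 lower (the same counts adjusted over the list alone), with sdhA (b0723) at 1.97 and atpC (b3731) at -1.95.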

According to KEGG pathway analysis, the growth of *E. coli* was inhibited through inhibiting the anabolic, chemotaxis, signal transduction, and other life activities of *E. coli*, while the activity was maintained by strengthening its production capacity and repair in the 1/8 MIC of the essential oil. In the 1/4 MIC of the essential oil, the growth of *E. coli* was inhibited by inhibiting metabolism, movement, signal transduction, and other life activities as well as some resistance activities, while life activities were maintained by increasing production capacity and enhancing the synthesis of resistant substances. 

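At 1/4 MIC the chemotaxis list lay at -2.23 (adjusted p = 0.00241 from camera), with 2 of the 20 genes called higher and 14 lower (2 and 15 adjusted over the list alone), and tar (log2 fold change -5.14, SE 0.26) and aer (b3072, -3.72, SE 0.23) changed most. Flagellar genes had -0.35 (adjusted p = 0.0138), with 1 of the 40 genes called higher and 15 lower (the same counts adjusted over the list alone), and fliA (-6.21) and fliC (-5.62) led them. The flagellar call was lost on FPKM as deposited (-0.22), against water and acetone pooled (-0.20) and against the acetone library (-0.036). For the one carbon pool the value was -0.72 (adjusted p = 0.00573), with 1 of the 14 genes called higher and 10 lower (the same counts adjusted over the list alone), led by purT and purH (b4006, -4.15). Alanine, aspartate and glutamate metabolism had -0.51 (adjusted p = 0.11), with 7 of the 30 genes called higher and 15 lower (7 and 16 adjusted over the list alone), and asnA (b3744, -4.41) and pyrB (b4245, -4.27) changed most. It was called lower against water and acetone pooled (-0.66) and against the acetone library (-0.45). Citrate cycle genes lay at 1.54 (adjusted p = 5.4e-10), with 23 of the 25 genes called higher and 0 lower (the same counts adjusted over the list alone), and sucD (b0729) and sucC (b0728) rose by 3.11 and 2.96. Oxidative phosphorylation had 1.33 (adjusted p = 6.2e-07), with 28 of the 41 genes called higher and 3 lower (the same counts adjusted over the list alone), led by nuoN (b2276, 2.85) and cyoE (b0428, 2.56), and lost its call against the acetone library (0.25). Curli and cellulose genes had -0.82 (adjusted p = 0.153), with 1 of the 15 genes called higher and 8 lower (the same counts adjusted over the list alone), led by bcsE (-3.76) and csgD (-3.33). Heat shock genes lay at -0.11 (adjusted p = 0.267), were called lower on FPKM as deposited (-0.18), and turned against water and acetone pooled (0.20) and against the acetone library (0.28). The heat shock list had 4 of the 17 genes called higher and 6 lower (4 and 7 adjusted over the list alone), with ibpB at -3.21 and ibpA (b3687) at -1.76. The efflux list had -0.14 (adjusted p = 0.726) and turned on quantile-normalized values (0.0044), against water and acetone pooled (0.13) and against the acetone library (0.23). The list had 7 of the 22 genes called higher and 10 lower (the same counts adjusted over the list alone), led by marB (2.45) and mdtE (-1.98).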

In the 1/2 MIC of the essential oil, the growth of *E. coli* was inhibited by inhibiting metabolism, chemotaxis, and certain resistance reactions, while life activities were sustained by enhancing productive reaction, the translation process, and the synthesis of resistant substances. These results indicated that the essential oil exerted a strong antibacterial effect against *E. coli*, and this inhibitory effect was realized by inhibiting the life activity, signal transduction and inhibitory activity and enhanced with an increase in concentration.

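At 1/2 MIC the chemotaxis list lay at -1.81 (adjusted p = 0.00146 from camera), with 1 of the 20 genes called higher and 15 lower (the same counts adjusted over the list alone), and tar (log2 fold change -5.35) and aer (-3.70) changed most. Flagellar genes were not called as a list (-0.14, adjusted p = 0.0941), with 3 of the 40 genes called higher and 14 lower (the same counts adjusted over the list alone), led by fliA (-5.77) and fliC (-5.50). They were called over genes with an FPKM of at least 10 (-3.75), and their direction turned against the acetone library (0.15) and without water replicate 2 (0.0044). The one carbon pool had -1.01 (adjusted p = 0.00573), with 0 of the 14 genes called higher and 11 lower (1 and 11 adjusted over the list alone), and purT (-4.52) and metF (-4.39) led it. Alanine, aspartate and glutamate metabolism had -0.20 (adjusted p = 0.539), with 10 of the 30 genes called higher and 14 lower (the same counts adjusted over the list alone), and asnA (-4.98) and pyrB (-4.60) fell most. Citrate cycle genes lay at 1.45 (adjusted p = 7.8e-05), with 19 of the 25 genes called higher and 6 lower (the same counts adjusted over the list alone), and aceF (b0115) and aceE (b0114) rose by 3.71 and 3.19. Against the acetone library this list had 0.53 and was not called. Oxidative phosphorylation had 0.84 (adjusted p = 0.0207), with 22 of the 41 genes called higher and 10 lower (the same counts adjusted over the list alone). The call was lost against water and acetone pooled (0.50), and the direction turned against the acetone library (-0.29, not called). Its largest changes were falls, of frdC (b4152, -2.30) and frdD (b4151, -2.25). Curli and cellulose genes had -0.61 (adjusted p = 0.206), with 2 of the 15 genes called higher and 7 lower (the same counts adjusted over the list alone), led by bcsE (-3.86) and csgD (-3.58). Heat shock genes had a median of 0.10 relative to all genes, a mean log2 fold change of -0.23 and a downward test (adjusted p = 0.784), and the median lay at -0.032 without water replicate 1. The heat shock list had 5 of the 17 genes called higher and 6 lower (the same counts adjusted over the list alone), with ibpB at -3.34 and ibpA at -2.08. For efflux the median was -0.086 and the mean log2 fold change 0.019 (adjusted p = 0.791), and the median turned on quantile-normalized values (0.012) and against the acetone library (0.16). The efflux list had 8 of the 22 genes called higher and 9 lower (the same counts adjusted over the list alone), led by marB (2.94) and soxR (b4063, -2.15).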

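A direct comparison of 1/2 with 1/8 MIC tested whether the lists changed with concentration. Camera called 2 of the 14 lists in it, ribosomal proteins at 1.45 (adjusted p = 2.4e-21) and aminoacyl-tRNA synthetases at 0.57 (adjusted p = 1.4e-06), both higher at 1/2 MIC. Chemotaxis (-0.037, adjusted p = 0.921), the 2-component systems (0.094, adjusted p = 0.921) and purine synthesis (-0.33, adjusted p = 0.721) were not called by camera between these concentrations. The other lists were not called by camera either and lay between -0.21 (one carbon pool) and 0.56 (oxidative phosphorylation). Calls by fry, which does not set a list against other genes, show no shift relative to all genes. Fry called 9 of the 14 lists in this comparison, both that camera called and flagellar genes (adjusted p = 2.4e-05), alanine, aspartate and glutamate metabolism (1.4e-04), efflux (0.00107), 2-component systems (0.00325), heat shock (0.00325), the citrate cycle (0.01) and the one carbon pool (0.0423). From the terms enriched among higher and lower genes at each concentration, the paper reasons that the essential oil acts against *E. coli* by inhibiting life activities, among them metabolism and signal transduction, while production capacity is strengthened. It concludes that this inhibition grows with the concentration of the oil. The paper also draws on growth at different oil concentrations and on RT-PCR, which these list tests do not address.

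**Figure D6:**
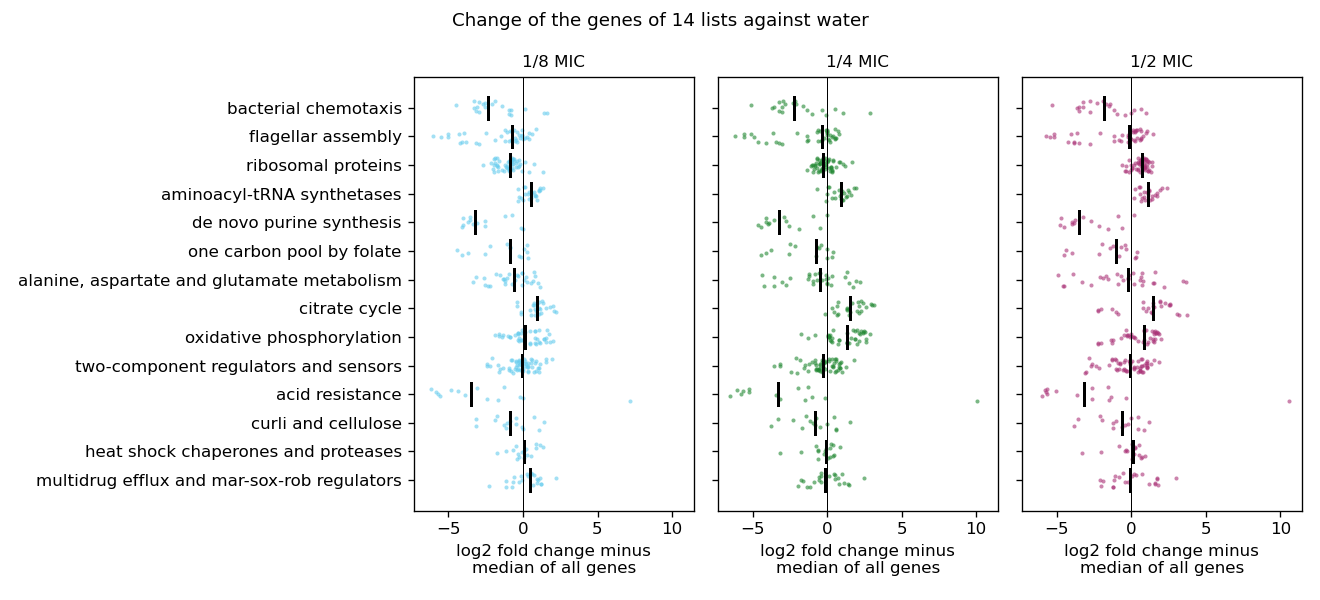
Log2 fold change against water minus the median of all tested genes (horizontal axis) for the genes of 14 lists (vertical axis) at 1/8, 1/4 and 1/2 MIC, with 1 point per gene and a black bar at the median of each list. The bar of purine synthesis lies left of 0 at each concentration.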

**Figure 5:**
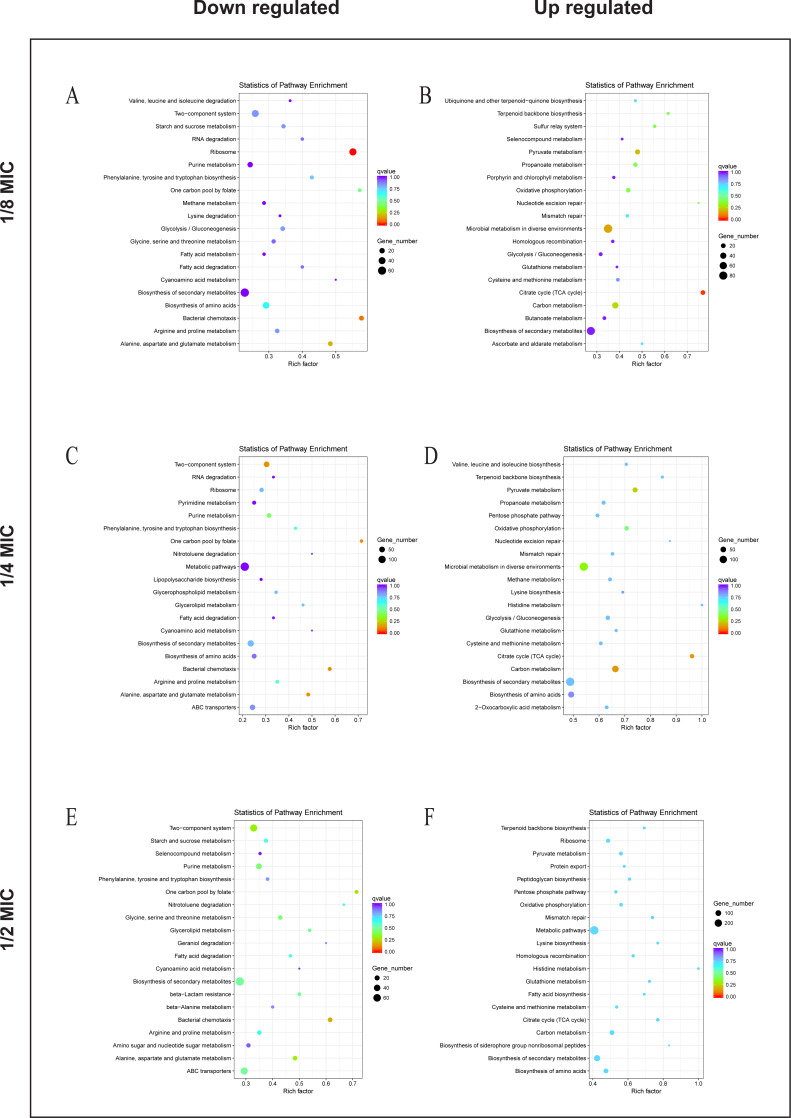
KEGG Pathway of *E. coli* differential genes. KEGG Pathway of *E. coli* differential genes at (A, B) 1/8 MIC, (C, D) 1/4 MIC, and (E, F) 1/2 MIC.

### Analysis of the bacteriostatic mechanism

To explore the bacteriostatic mechanism, several genes which encode metabolism and resistance in *E. coli* were selected and measured by RT-PCR. Eighteen functionally relevant genes (*dadA*, *raiA*, *dadX*, *csgD*, *tar*, *cph2*, *rstA*, *purD*, *purF*, *purL*, *hdeD*, *evgs*, *zraS*, *zraP*, *asr*, *cysK*, *ompC*, and *lamB*) were randomly selected to evaluate the transcription levels. For quantitative real-time PCR, the results showed that the *dadA*, *dadX*, *asr*, *cysK*, *ompC*, and *lamB* expression levels were significantly higher in treated with essential oil than the control (Fig. 6). Nevertheless, the expression of *raiA*, *csgD*, *cph2*, *tar*, *rstA*, *purD*, *purF*, *purL*, *hdeD*, *evgs*, *zraS*, and *zraP* were significantly inhibited (Fig. 6).

**Figure 6:**
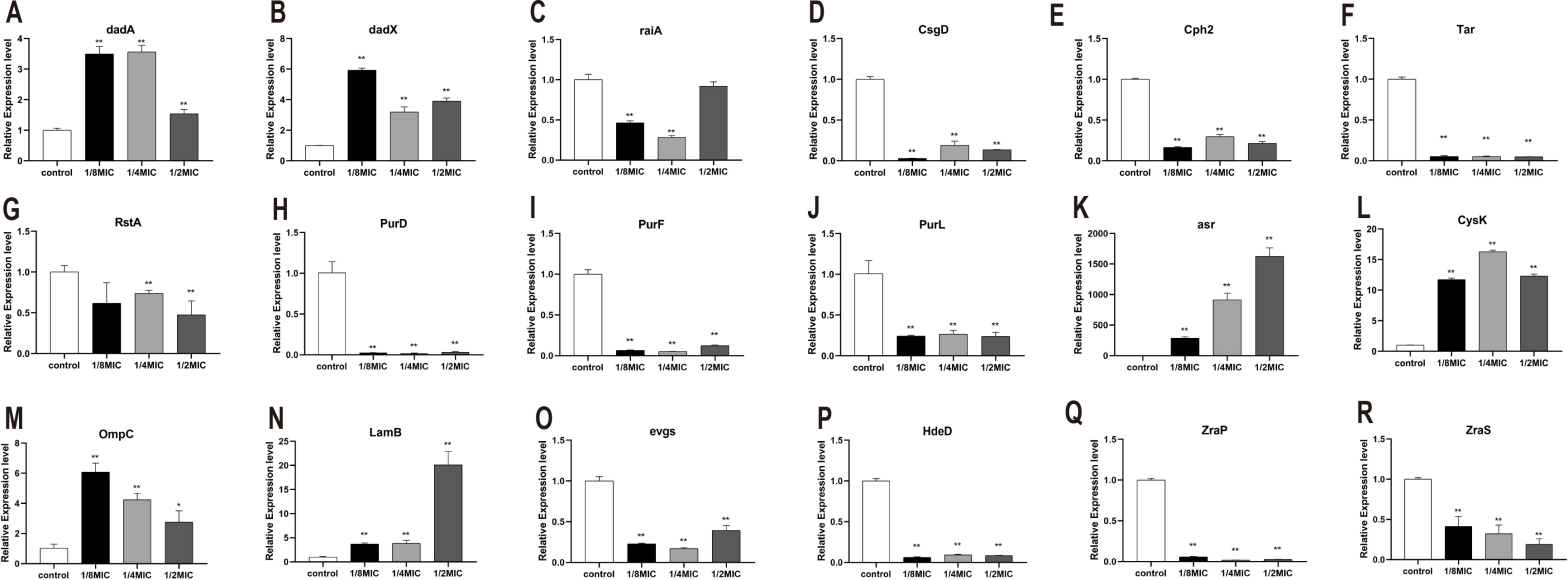
(A-R) The effects of *C. camphor* oil on chemotaxis, metabolism, productivity, cell structure, resistance related genes, antibiotic sensitivity and resistance related gene expression in *E. coli* were determined by polymerase chain reaction. n = 3 for each group.

## Discussion

*Escherichia coli* is a Gram-negative bacterium that generally acts as a natural commensal in the digestive tracts of humans and animals, but some strains are significant intestinal and extraintestinal pathogens which can cause a variety of diseases, ranging from self-limiting gastrointestinal infections to bacteremia. In this study, we showed that the *C. Camphora* essential oil exerted a strong antibacterial effect. To explore the antibacterial mechanism of the essential oil on *E. coli*, the 1/2 MIC was selected to treat *E. coli*. Previous studies have shown that allyl isothiocyanate (AITC), a natural compound present in the family Cruciferae, has been demonstrated to have a strong antimicrobial activity through damaging cell membranes and causing leakage of cellular metabolites (Lin, Preston & Wei, 2000). Cell membrane integrity plays an important role in cell growth. Since β-galactosidase exists in the cytoplasm, and alkaline phosphatase is located between the cell wall and the cell membrane, the increase in enzymes activity of the culture medium is a measure of the extent to which cells are rendered permeable or lysed because of the test chemicals on the cell membrane (Lin, Preston & Wei 2000; Nowicki et al., 2016). Our results were suggested that the antibacterial action of *C. Camphora* essential oil is not achieved by impairment of bacterial membrane integrity.

According to our RNA-Seq analysis, the antimicrobial action of *C. Camphora* essential oil was suggested to be related to disruption of major function in inhibiting the life activity, signal transduction and inhibitory activity. Subsequently, eighteen functionally relevant genes were randomly selected to evaluate the transcription levels.

D -Alanine is a central component of the cell wall in most prokaryotes. In bacterial, *dadA* encodes the D -alanine dehydrogenase (DadA) that catabolizes d-alanine to pyruvate and ammonia. Trivedi *et al.* utilized a high-throughput methodology for screening cell mechanics to discover that deletion of *dadA*, leads to a 3-fold reduction in the bending rigidity of *P. aeruginosa* cells. In a *dadA* loss-of-function mutant, higher intracellular levels of D-alanine inhibit expression of *ponA* and *dacC*, which encode cell wall enzymes, and lead to a decrease in cell wall cross-linking (Odermatt et al., 2018; Trivedi et al., 2018). In *E. coli*, the *dadX*, which encodes alanine racemase, is essential for L-alanine catabolism, and provides a secondary source of D-alanine for cell wall biosynthesis (Kang et al., 2011; Wild et al., 1985). Our results showed that the expression of *dadA* and *dadX* were significantly upregulated after treated with the essential oil, consistent with the experimental about the integrity of the cell membrane and cell wall. Our results indicated that *C. Camphora* essential oil does not impair to cell membrane and wall and even seems to protect them to a certain extent. Thus, we speculated that the essential oil could regulate the growth of *E. coli* by inhibiting the expression of ribosome-related genes, *raiA* gene is a ribosomal stable protein that maintains ribosomal stability (Tikunova et al., 2007; Zhukov et al., 2007), and its expression was significantly inhibited.

To explore the expressed difference of chemotaxis- and adhesion-related genes, several genes were detected. *CsgD*, the master regulator of biofilm formation, activates the synthesis of curli fimbriae and extracellular polysaccharides in *E. coli* (Ogasawara, Yamamoto & Ishihama, 2011). *Cph2* protein is a membrane-associated transcription factor that is processed to release the N-terminal DNA binding domain, is found to regulate hyphal development in a medium-specific manner (Lane et al., 2001; Lane et al., 2015). *RstA*, one of two-component signal transduction systems (TCSs) exists in bacterial, has been implicated in the regulation of bacterial virulence in *Vibrio alginolyticus*, *Salmonella typhimurium Photobacterium damselae Clostridioides difficile*, and avian pathogenic *E. coli* (Liu et al., 2019). In addition, *rstA* and *rstB* are also reported to critical regulators of adhesion, biofilm production, motility in bacteria (Huang et al., 2018). The expression of *csgD*, *cph2* and *rstA* were significantly inhibited which indicates that the essential oil could affect the adhesion and biofilm formation in *E. coli*. Chemotaxis, the movement of an organism toward or away from chemicals, is an important adaptive behavior of motile prokaryotes, such as *E. coli*. *Tar* encodes methyl-accepting chemotaxis protein that is a chemoreceptor which senses aspartate and exists as a functional homodimer (Goldberg et al., 2009). The expression of *tar* was significantly inhibited which indicates that the essential oil could inhibit the chemotaxis in *E. coli*.

Energy metabolism is a type of bacterial growth expression condition. When bacteria have strong vitality, their metabolism will be vigorous; otherwise, their metabolism will be restricted. Therefore, the expression of metabolism-related genes is an important indicator of the viability of *E. coli*. Our results shown that the oil significantly inhibited to express of *purD*, *purF* and *purL*. *PurD*, *purF* and *purL* are involved in nucleotide synthesis from phosphate ribose pyrophosphate (PRPP) to hypoxanthine nucleotide (Zhao et al., 2016). This indicates that the essential oil could inhibit the expression of metabolism-related genes which result in growth inhibition in *E. coli*.

Bacteria can survive under many harsh conditions through improving their resistance. Resistance genes will be highly expressed in response to the stressful or severe environment (Šeputiene et al., 2003). Such as, *asr* plays a role in survival under acid conditions (Šeputiene et al., 2004). Cysteine synthase A encoded by cysK catalyzes the synthesis of cysteine from O-acetylserine. Expression of cysK in *E. coli* is upregulated under lithium condition (Yamamoto et al., 2011). Besides, *OmpC* and *LamB* are regard as outer membrane proteins (OMP) in *E. coli*, which has been proposed that they are required under some harsh conditions in Gram-negative bacteria (Ozkanca et al., 2002; Lin et al., 2014). It was observed that *asr*, *cysK*, *OmpC*, and *LamB* were significantly upregulated under the essential oil. The resistance of *E. coli* is mainly attributed to the expression of resistance genes and its efflux system. It was observed that *E. coli* responds to the essential oil by increasing the expression of its own resistance genes in this study.

Moreover, some of antibiotic resistance genes, such as *hdeD*, *evgs*, *zraS* and *zraP*, which expresses to resistant to antibiotics, are not only harmful, but also have a great impact on human health (Mates, Sayed & Foster, 2007; Kato et al., 2000; Petit-Härtlein et al., 2015). Our results showed that these genes were significant inhibited after treated with the essential oil. This suggests that the *C. Camphora* essential oil will be a potential antibacterial agent, which could be applied as an antibacterial agent to replace or ally with antibiotic to solve the problem of bacterial resistance.

## Conclusions

In summary, the studies showed that the *C. camphora* essential oil exerted a strong bacteriostatic effect, and the inhibitory efficiency increased with the increase of the concentration of essential oil. The essential oil does not damage the cell membrane and wall of *E. coli* and even protects the cell wall from being damaged to a certain extent. To investigate the effect of the the gene expression after the treatment of *C. camphora* essential oil on *E. coli*, RNA-Seq was adopted. Our studies indicated that the essential oil inhibited the growth of *E. coli* by inhibiting the metabolism, chemotaxis, and adhesion. Our results are contributed to uncover the antimicrobial mechanisms of essential oils against *E. coli*, and the *C. camphora* essential oil could be applied as an antibacterial agent to replace or ally with antibiotic.

##  Supplemental Information

10.7717/peerj.11081/supp-1 Supplemental Information 1 DAG analysis of GO enrichment in *Escherichia coli* after 1/8MIC treatment. The DAG of BP in the down-regulated gene GO term The DAG of BP in the down-regulated gene GO term. Click here for additional data file.

10.7717/peerj.11081/supp-2 Supplemental Information 2 DAG analysis of GO enrichment in *Escherichia coli* after 1/8MIC treatment The DAG of CC in the down-regulated gene GO term. Click here for additional data file.

10.7717/peerj.11081/supp-3 Supplemental Information 3 DAG analysis of GO enrichment in *Escherichia coli* after 1/8MIC treatment The DAG of MF in the down-regulated gene GO term. Click here for additional data file.

10.7717/peerj.11081/supp-4 Supplemental Information 4 DAG analysis of GO enrichment in *Escherichia coli* after 1/8MIC treatment The DAG of BP in the up-regulated gene GO term. Click here for additional data file.

10.7717/peerj.11081/supp-5 Supplemental Information 5 DAG analysis of GO enrichment in *Escherichia coli* after 1/8MIC treatment The DAG of MF in the up-regulated gene GO term. Click here for additional data file.

10.7717/peerj.11081/supp-6 Supplemental Information 6 DAG analysis of GO enrichment in *Escherichia coli* after 1/4MIC treatment The DAG of BP in the down-regulated gene GO term. Click here for additional data file.

10.7717/peerj.11081/supp-7 Supplemental Information 7 DAG analysis of GO enrichment in *Escherichia coli* after 1/4MIC treatment The DAG of MF in the down-regulated gene GO term. Click here for additional data file.

10.7717/peerj.11081/supp-8 Supplemental Information 8 DAG analysis of GO enrichment in *Escherichia coli* after 1/4MIC treatment The DAG of BP in the up-regulated gene GO term. Click here for additional data file.

10.7717/peerj.11081/supp-9 Supplemental Information 9 DAG analysis of GO enrichment in *Escherichia coli* after 1/4MIC treatment The DAG of MF in the up-regulated gene GO term. Click here for additional data file.

10.7717/peerj.11081/supp-10 Supplemental Information 10 DAG analysis of GO enrichment in *Escherichia coli* after 1/2MIC treatment The DAG of BP in the down-regulated gene GO term. Click here for additional data file.

10.7717/peerj.11081/supp-11 Supplemental Information 11 DAG analysis of GO enrichment in *Escherichia coli* after 1/2MIC treatment The DAG of MF in the down-regulated gene GO term. Click here for additional data file.

10.7717/peerj.11081/supp-12 Supplemental Information 12 DAG analysis of GO enrichment in *Escherichia coli* after 1/2MIC treatment The DAG of BP in the up-regulated gene GO term. Click here for additional data file.

10.7717/peerj.11081/supp-13 Supplemental Information 13 DAG analysis of GO enrichment in *Escherichia coli* after 1/2MIC treatment The DAG of CC in the up-regulated gene GO term. Click here for additional data file.

10.7717/peerj.11081/supp-14 Supplemental Information 14 DAG analysis of GO enrichment in *Escherichia coli* after 1/2MIC treatment The DAG of MF in the up-regulated gene GO term. Click here for additional data file.

10.7717/peerj.11081/supp-15 Supplemental Information 15 Wet weight and dry weight of *E. coli* after treatment with *C. camphor* essential oil (100% concentration), acetone (100% concentration) and water The wet weight and dry weight are the average of three repeated experiments. Test regularly once a day for seven consecutive days to count the results of dry and wet weight. Click here for additional data file.

10.7717/peerj.11081/supp-16 Supplemental Information 16 The mRNA expression levels of asr in *E. coli* cells treated by different concentrations of *C. camphora* oil. *n* = 3 for each group Click here for additional data file.

10.7717/peerj.11081/supp-17 Supplemental Information 17 The mRNA expression levels of dadX in *E. coli* cells treated by different concentrations of *C. camphora* oil. *n* = 3 for each group Click here for additional data file.

10.7717/peerj.11081/supp-18 Supplemental Information 18 The mRNA expression levels of dadA in *E. coli* cells treated by different concentrations of *C. camphora* oil. *n* = 3 for each group Click here for additional data file.

10.7717/peerj.11081/supp-19 Supplemental Information 19 The mRNA expression levels of HdeD in *E. coli* cells treated by different concentrations of *C. camphora* oil. *n* = 3 for each group Click here for additional data file.

10.7717/peerj.11081/supp-20 Supplemental Information 20 The mRNA expression levels of Cph2 in *E. coli* cells treated by different concentrations of *C. camphora* oil. *n* = 3 for each group Click here for additional data file.

10.7717/peerj.11081/supp-21 Supplemental Information 21 The mRNA expression levels of OmpC in *E. coli* cells treated by different concentrations of *C. camphora* oil. *n* = 3 for each group Click here for additional data file.

10.7717/peerj.11081/supp-22 Supplemental Information 22 The mRNA expression levels of LamB in *E. coli* cells treated by different concentrations of *C. camphora* oil. *n* = 3 for each group Click here for additional data file.

10.7717/peerj.11081/supp-23 Supplemental Information 23 The mRNA expression levels of PurD in *E. coli* cells treated by different concentrations of *C. camphora* oil. *n* = 3 for each group Click here for additional data file.

10.7717/peerj.11081/supp-24 Supplemental Information 24 The mRNA expression levels of CsgD in *E. coli* cells treated by different concentrations of *C. camphora* oil. *n* = 3 for each group Click here for additional data file.

10.7717/peerj.11081/supp-25 Supplemental Information 25 The mRNA expression levels of CysK in *E. coli* cells treated by different concentrations of *C. camphora* oil. *n* = 3 for each group Click here for additional data file.

10.7717/peerj.11081/supp-26 Supplemental Information 26 The mRNA expression levels of RstA in *E. coli* cells treated by different concentrations of *C. camphora* oil. *n* = 3 for each group Click here for additional data file.

10.7717/peerj.11081/supp-27 Supplemental Information 27 The mRNA expression levels of PurF in *E. coli* cells treated by different concentrations of *C. camphora* oil. *n* = 3 for each group Click here for additional data file.

10.7717/peerj.11081/supp-28 Supplemental Information 28 The mRNA expression levels of ZraP in *E. coli* cells treated by different concentrations of *C. camphora* oil. *n* = 3 for each group Click here for additional data file.

10.7717/peerj.11081/supp-29 Supplemental Information 29 The mRNA expression levels of ZraS in *E. coli* cells treated by different concentrations of *C. camphora* oil. *n* = 3 for each group Click here for additional data file.

10.7717/peerj.11081/supp-30 Supplemental Information 30 The mRNA expression levels of raiA in *E. coli* cells treated by different concentrations of *C. camphora* oil. *n* = 3 for each group Click here for additional data file.

10.7717/peerj.11081/supp-31 Supplemental Information 31 The mRNA expression levels of PurL in *E. coli* cells treated by different concentrations of *C. camphora* oil. *n* = 3 for each group Click here for additional data file.

10.7717/peerj.11081/supp-32 Supplemental Information 32 The mRNA expression levels of evgs in *E. coli* cells treated by different concentrations of *C. camphora* oil. *n* = 3 for each group Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

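Gene expression was measured by RNA-seq in *E. coli* ATCC8739 grown with water (2 libraries), acetone (1 library) and the essential oil at 1/8, 1/4 and 1/2 MIC (3 libraries each). Libraries were grouped by these treatments, and all 12 were used.

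The authors removed adapters and low-quality reads, mapped the reads with Bowtie2 and used DESeq2 for their tests. The genome build and the tool that counted reads on genes are not given in the sources used here. The authors deposited FPKM, fragments per kilobase of gene scaled to a fixed total of fragments assigned to the listed genes, with no scaling between libraries. The table lists 4549 genes by the identifiers of *E. coli* K-12 MG1655, which is not the strain grown. Of these, 4544 matched the RefSeq gene table of MG1655, which was used for symbols, gene types, gene lengths and overlapping neighbours, and 5 did not. Genes found only in ATCC8739 were not measured. The read counts behind the authors' tests and the GO and KEGG annotation were not used here.

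From the deposited FPKM, read numbers were computed with the gene lengths. They came out whole, within 0.05 read, for 99.4 to 99.5% of the values above 0. They served to give the depth (3161780 to 6479673 reads per library), the shares of reads on gene types, and an added fit. Depth limits the 1/8 MIC group most, and low genes there have few reads. The 95% intervals on shares and reads (Wilson and Poisson) cover counting error only.

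FPKM were divided by a median-of-ratios factor per library. Genes with FPKM of at least 1 in at least 2 of the 12 libraries were tested (4022 genes). The log2(FPKM + 1) values were fitted with limma 3.58.1 in R 4.3.3, with a mean-variance trend, in 5 groups. A gene was called at a Benjamini-Hochberg adjusted p under 0.05, the threshold the paper names. The acetone group has 1 library and takes its spread from the other groups. Each concentration and acetone were compared with water, and neighbouring concentrations with each other. Comparisons that share the water libraries were set beside 100 simulations of unchanged groups against those libraries.

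The 14 lists of genes (bacterial chemotaxis, flagellar assembly, ribosomal proteins, aminoacyl-tRNA synthetases, de novo purine synthesis, one carbon pool by folate, alanine, aspartate and glutamate metabolism, citrate cycle, oxidative phosphorylation, 2-component regulators and sensors, acid resistance, curli and cellulose, heat shock, and efflux) were written from gene names after the paper and its figures were read. They were tested with limma's camera (preset correlation 0.01), with limma's fry as the alternative. Camera sets a list against all other genes, and fry tests the list alone. Some lists share genes and are not independent of each other. Separation of the libraries by treatment was tested by an exact permutation of 11 libraries over 1 minus Spearman's correlation.

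The genes named in the text follow a rule set with the design: the genes that the paper names as measured, the 3 largest rises and 3 largest falls at each concentration among called genes whose oil and water libraries do not overlap, the same number for acetone among called genes, and the 2 called genes with the largest change in each list at each concentration. The values that the paper gives for its RT-PCR genes had been read before.

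The calculations were tested on simulated data, with reads drawn for the real genes and 200 genes changed by known folds, over 3956 tested genes. The limma fit over all libraries recovered 89.5% of the changed genes for acetone against water, with 3 false calls. For the oil against water it recovered 96.5% at 1/8 MIC (16 false calls), 94.5% at 1/4 MIC (2) and 94.5% at 1/2 MIC (5). With only the groups compared in the fit, 12.6% of the calls for acetone were false. Of 20 random lists drawn from unchanged genes only, camera called 0 and fry called 0. This gives no rate of false calls for lists in the real data, where far more genes change.

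The alternatives were FPKM as deposited, quantile normalization, a pseudocount of 0.1, no filter, a filter at FPKM of 10, only the groups compared in the fit, no mean-variance trend, the replicate number as a block, water and acetone pooled or acetone alone as the control, a change of at least 2-fold besides the adjusted p, fry, Euclidean distance, each library left out in turn, and limma voom on the recovered reads.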

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

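The tests of FPKM recomputed without noncoding genes and of reads per read on other ncRNA genes were chosen only after the result was seen.

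The gene ssrA, which encodes transfer-messenger RNA and is not among the genes the paper discusses, took 65.5% ± 4.01 (SD, n = 3) of the recovered reads at 1/8 MIC, 48.1% ± 1.70 at 1/4 MIC and 45.1% ± 2.23 at 1/2 MIC. All 9 oil libraries lay above both water libraries, which had 36.0 and 36.7%. The acetone library had 39.5% (95% Wilson interval 39.5 to 39.6%, counting error only). The share was highest at the lowest concentration. The ratio of reads on ssrA to reads on other ncRNA genes was 1.85 ± 0.0654 (SD, n = 2) with water, 1.54 with acetone, and 3.22 ± 0.530, 2.46 ± 0.133 and 3.59 ± 0.261 (SD, n = 3) with the oil, in the order of concentration. Protein-coding reads per read on other ncRNA genes were 2.23 with water, 1.35 with acetone, and 0.676, 1.64 and 3.36 with the oil.

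A few genes with a large share of the reads lower the FPKM of all others, since FPKM are scaled to the reads assigned to all genes. Over 3552 other genes, the median log2 ratio of deposited FPKM to water was -1.65 at 1/8 MIC, -0.63 at 1/4 MIC and 0.15 at 1/2 MIC. After FPKM were recomputed without ssrA, it was -0.76, -0.34 and 0.36. Without ssrA and the other genes annotated as ncRNA (70 genes in all), it was 0.016, -0.18 and 0.21. The last recomputation centres the remaining genes by construction and decides nothing, so the share of all these genes as the cause stays open. A larger share of ssrA alone is unlikely as the whole cause at 1/8 MIC. Protein-coding reads per read on other ncRNA genes, a ratio that ssrA does not enter, were at most 0.684 in the libraries of 1/8 MIC and at least 2.19 with water.

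Total depth does not follow that rise, since the libraries of 1/8 MIC (4258677 to 5488712 reads) overlap the water libraries in depth (4262088 and 6479673). A step of RNA selection or library preparation that differed between the groups stays open, because the labels and the paper name no batch by which to test it. A difference in RNA composition between concentrations of the oil, which the design names, stays open as well and was not tested. Scaling between libraries removes the common shift, but not any unequal loss among genes.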

How the results depend on the processing

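The fit of limma voom on recovered reads was chosen only after the values were seen, and all other alternatives before the data were examined.

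Counts of called genes kept within 1.5 times under quantile normalization, the pseudocount of 0.1, no filter, the filter at FPKM of 10, only the groups compared, no mean-variance trend, the replicate block and voom, and at each single concentration with water and acetone pooled. Under quantile normalization more of the calls against water were higher than lower at each concentration (53.7%, 54.0% and 55.7% higher). With each library left out in turn the counts also kept within 1.5 times, with 1341 to 1722 for acetone, 1951 to 2330, 2088 to 2500 and 2126 to 2548 for the oil in the order of concentration, and 1302 to 1651 at all 3. A change of at least 2-fold besides the adjusted p, which leaves fewer genes by its construction, gave 997 calls with acetone (434 higher), 1411 at 1/8 MIC (590 higher and 821 lower), 1542 at 1/4 MIC (681 higher), 1600 at 1/2 MIC (664 higher), 597 from 1/8 to 1/4 MIC (328 and 269), 650 from 1/4 to 1/2 MIC (236 and 414) and 829 at all 3 concentrations. FPKM as deposited gave 354 higher and 1183 lower with acetone, 184 and 3079 at 1/8 MIC, 617 and 1957 at 1/4 MIC, 2623 (2515 and 108) from 1/8 to 1/4 MIC and 2548 (2219 and 329) from 1/4 to 1/2 MIC. These splits follow the median of all genes on deposited values, -0.42 with acetone, -1.41 at 1/8 MIC and -0.57 at 1/4 MIC. The acetone library as the control gave 1505 calls at 1/8 MIC (725 higher and 780 lower), 1474 at 1/4 MIC (733 and 741), 1642 at 1/2 MIC (779 and 863) and 729 at all 3. Water and acetone pooled gave 906 at all 3. For both controls the cause was not tested.

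Of the gene lists, chemotaxis, purine synthesis and the one carbon pool kept their direction and call at every concentration under all alternatives. The one carbon pool shares purH, purN and purT with purine synthesis, so the results of these lists are not independent. The acetone library as the control turned 11 of the list results. These were synthetases (-0.51, -0.24 and -0.0037 in the order of concentration), the citrate cycle at 1/8 MIC (-0.32), oxidative phosphorylation at 1/8 (-0.62) and 1/2 MIC (-0.29), ribosomal proteins (-0.25) and flagellar genes (0.15) at 1/2 MIC, heat shock at 1/4 MIC (0.28), and efflux at 1/4 (0.23) and 1/2 MIC (0.16). Against acetone the calls were lost for acid resistance (-0.60, -0.58 and -0.85), flagellar genes at 1/8 (-0.49) and 1/4 MIC (-0.036), oxidative phosphorylation at 1/4 MIC (0.25) and the citrate cycle at 1/2 MIC (0.53). Of the turned results, synthetases and oxidative phosphorylation at 1/8 MIC were called lower, the latter not called with water as the control, and the others were not called. Calls were gained in the same direction for ribosomal proteins (-0.96) and alanine, aspartate and glutamate metabolism (-0.45) at 1/4 MIC. Heat shock at 1/8 MIC (0.49) also gained one. With water as the control its list value was 0.052, but its mean log2 fold change was -0.034 and camera's direction was down. With water and acetone pooled, oxidative phosphorylation at 1/8 MIC (-0.10), heat shock (0.20) and efflux (0.13) at 1/4 MIC turned, synthetases at 1/8 MIC (0.18), flagellar genes at 1/4 MIC (-0.20) and oxidative phosphorylation at 1/2 MIC (0.50) lost their call, and ribosomal proteins (-0.46) and alanine, aspartate and glutamate metabolism (-0.66) at 1/4 MIC gained one. On FPKM as deposited, heat shock at 1/8 MIC turned and was called lower (-0.19), synthetases (0.30), flagellar genes (-0.26 and -0.22 at 1/4 MIC), the citrate cycle (0.65) and acid resistance (-3.31) at 1/8 MIC lost their call, and ribosomal proteins (-0.34) and heat shock (-0.18) at 1/4 MIC gained one. Quantile normalization turned heat shock (-0.022) and oxidative phosphorylation (-0.0096) at 1/8 MIC and efflux at 1/4 (0.0044) and 1/2 MIC (0.012). Under the filter at FPKM of 10, alanine, aspartate and glutamate metabolism at 1/8 MIC lost its call (-0.62) and flagellar genes at 1/2 MIC gained one (-3.75). The cause was not tested in any of these.

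The fry test, which has the same list values as camera, lost no call and gained 14, for 2-component systems (-0.055, -0.30 and -0.067), curli and cellulose (-0.86, -0.82 and -0.61), alanine, aspartate and glutamate metabolism at 1/4 (-0.51) and 1/2 MIC (-0.20), oxidative phosphorylation at 1/8 MIC (0.11), flagellar genes at 1/2 MIC (-0.14), and heat shock (-0.11 and 0.10) and efflux (-0.14 and -0.086) at 1/4 and 1/2 MIC. Since fry does not set a list against other genes, these added calls show no shift relative to all genes. With 1 library left out, alanine, aspartate and glutamate metabolism at 1/8 MIC ranged from -0.69 to -0.48 and lost its call without water replicate 2. Flagellar genes at 1/2 MIC ranged from -0.30 to 0.0044, above 0 without water replicate 2. Heat shock ranged from -0.052 to 0.16 at 1/8 MIC and from -0.032 to 0.16 at 1/2 MIC, below 0 without water replicate 1.

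No paired analysis was possible for acetone because its library has no replicate number. Libraries of different groups with the same number had correlations of -0.0794 to 0.00949 between their deviations from the group means, so the numbers do not pair the libraries. The replicate block changed the direction of the 2-component list at 1/2 MIC (0.070 against -0.067), where neither value was called by camera, and no other direction or call of a list.

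Of the named genes, 18 of the values under alternatives other than leaving out a library turned, 52 lost their call, 14 gained one and 1772 did neither. On FPKM as deposited, asnS (-0.33), aspS (-0.53), groL (-0.33) and ompC (-0.82) turned at 1/8 MIC. With the acetone library as the control the turns were asnS (-0.49), aspS (-0.49), glsA (0.33), ibpB (0.46), ompC (-1.72) and raiA (0.17) at 1/8 MIC, asnS (-0.019), mdtE (0.31) and ompC (-0.28) at 1/4 MIC, and lamB (0.10), ompC (-2.44) and rstA (0.38) at 1/2 MIC. Of these turned values, the 4 on FPKM as deposited were called lower, and against acetone asnS, aspS and ompC at 1/8 MIC and ompC at 1/2 MIC were called lower and ibpB higher. With water and acetone pooled, ompC turned at 1/8 (-0.029) and 1/2 MIC (-0.75). With 1 library left out, 2117 values kept direction and call, 15 lost the call and 2 gained one. The calls lost were, with acetone, those of purE (without either water library or without 1/8 MIC replicate 2, 1/4 MIC replicate 1, or 1/2 MIC replicate 2 or 3, 1.10 to 1.48) and rstA (without water replicate 2, -0.68). At 1/8 MIC they were those of lamB (without either water library or replicate 1 of 1/8 MIC, -1.41 to -0.84) and zraS (without either water library, -0.79 and -0.73), and at 1/4 MIC that of lamB (without either water library or replicate 1 of 1/4 MIC, -1.37 to -1.04). The calls gained were those of lamB without 1/8 MIC replicate 1 and rstA without 1/2 MIC replicate 2, both at 1/2 MIC. The value of ompC at 1/2 MIC ranged from -0.042 to 0.21, below 0 without water replicate 1. The cause was not tested for these genes.

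Separation of the libraries by treatment was 0.101 with no filter, 0.185 with the filter at FPKM of 10 and 43.2 as a Euclidean distance, each with the smallest p of its design. Leaving out 1 library gave 0.0884 to 0.115, with exact permutation p of at most 3.6e-04, and each fit had the smallest p that its own design allows. Scaling, quantile normalization and the pseudocount leave the ranks of genes within a library unaltered and test nothing here. The number of genes with the sign of the RT-PCR values stayed between 14 and 16 over all alternatives.

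Depth limits low genes at 1/8 MIC, where protein-coding genes had 577559 to 849244 reads per library, against 1870016 and 2844192 with water.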

Differences from the paper's values

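The fit of limma voom on recovered reads, named here beside the alternatives set before the data were examined, was chosen only after the values were seen.

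For acetone against water, the paper's count of different genes is 81, and here limma called 1641. The paper's numbers of higher and lower genes are about 35 and about 46 in Fig. 3A, read by eye, and here they were 867 and 774. None of the alternatives set before the data were examined came within the paper's values. The nearest was the change of at least 2-fold besides the adjusted p, with 997 calls, and leaving out each library in turn gave 1341 to 1722. The added voom fit gave 1841. The fit here took the spread from all 12 libraries, and with only the acetone and water libraries in it the count was 1485.

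In the RT-PCR comparison, RNA-seq had the direction of the paper's RT-PCR values for 16 of 17 genes at each concentration. The exception was lamB, which the paper has higher with the essential oil by RT-PCR. By RNA-seq its log2 fold change was -1.36 (adjusted p = 0.0244 from limma) at 1/8 MIC, -1.32 (adjusted p = 0.0268) at 1/4 MIC and -0.95 (adjusted p = 0.0939) at 1/2 MIC. Under quantile normalization it was lower and not called at any concentration. Against the acetone library alone it was 0.10 at 1/2 MIC.

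Fig. 3E sets 1/8 MIC apart from the other treatments, with nearly all genes low, and joins acetone with 1/4 MIC. Here the mean correlation between libraries was 0.931 for 1/8 with 1/4 MIC, 0.895 for acetone with water and 0.889 for acetone with 1/4 MIC. On FPKM as deposited, 3079 genes were called lower and 184 higher at 1/8 MIC.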

Other observations

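The tests of lamB by scaling and by read numbers, the test of ribosomal protein genes by scaling, and the correlations without zraP and zraS, were chosen only after their values were seen.

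Acetone and the essential oil changed many genes in the same direction. Of all tested genes, 71.3% changed with the same sign with acetone as at 1/8 MIC, 74.9% as at 1/4 MIC and 71.6% as at 1/2 MIC. Unchanged groups simulated against the same water libraries, where all change is noise, gave a mean of 64.9% (63.1 to 66.9%). With acetone compared with 1 water library and the oil with the other, which share no library, Pearson's r across genes was 0.550 to 0.654. The shared water libraries are therefore not the whole source of the likeness. The oil was dissolved in acetone, so a candidate explanation is an effect of the solvent in the oil cultures. The lists with the acetone library as the control bear on it. There synthetases turned, to -0.51, -0.24 and -0.0037 in the order of concentration. Chemotaxis, purine synthesis and the one carbon pool kept their direction. This comparison rests on 1 acetone library, and the amount of acetone in it is not given in the sources used here. The part of the likeness due to the solvent therefore stays open.

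The number of calls with acetone (1641) lay below that of every oil concentration. Single oil libraries, tested alone against water, gave at least 1999 calls, within 1.5 times the acetone count and above it in each of the 9 cases. The single acetone library may thus account for part of the gap between acetone and the groups of 3, and not for all of it. Single oil libraries against the other 2 of their own concentration gave at most 8 calls, which argues against variation of a single library as the source of the acetone calls, if the acetone library varies like the oil libraries. A technical difference of the acetone library from the water libraries stays open, since it has no replicate.

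With acetone, camera called the lists of the citrate cycle (1.28, adjusted p = 3.7e-11), synthetases (1.17, adjusted p = 1.1e-10), oxidative phosphorylation (0.97, adjusted p = 5.6e-10), purine synthesis (0.96, adjusted p = 0.00136) and ribosomal proteins (0.91, adjusted p = 1.1e-09) higher. It called acid resistance (-2.41, adjusted p = 5.7e-05), chemotaxis (-1.37, adjusted p = 0.0213), heat shock (-0.47, adjusted p = 0.00103) and flagellar genes (-0.44, adjusted p = 0.00383) lower. The called genes were 22 of 25 genes higher and 1 lower (as many adjusted over the list alone) for the citrate cycle, 20 of 23 genes higher and 0 lower (22 and 0 adjusted over the list alone) for synthetases, 29 of 41 genes higher and 1 lower (30 and 1 adjusted over the list alone) for oxidative phosphorylation, 9 of 14 genes higher and 0 lower (as many adjusted over the list alone) for purine synthesis and 36 of 54 genes higher and 3 lower (37 and 3 adjusted over the list alone) for ribosomal proteins. For the lower lists they were 1 of 14 genes higher and 11 lower (as many adjusted over the list alone) for acid resistance, 2 of 20 genes higher and 8 lower (2 and 9 adjusted over the list alone) for chemotaxis, 1 of 17 genes higher and 10 lower (as many adjusted over the list alone) for heat shock and 1 of 40 genes higher and 10 lower (as many adjusted over the list alone) for flagellar genes. Acetone had 1 library without a replicate, and fry, which also called these 9 lists, does not set a list against other genes. These directions held on FPKM as deposited and under quantile normalization. Curli and cellulose (-0.51, adjusted p = 0.0726), efflux (-0.087, adjusted p = 0.311), the one carbon pool (0.15, adjusted p = 0.87), 2-component systems (0.14, adjusted p = 0.404) and alanine, aspartate and glutamate metabolism (0.42, adjusted p = 0.145) were not called by camera, and fry called all of these but the one carbon pool. In the last 3 lists the median and the mean log2 fold change differ in sign. Purine synthesis was thus higher with acetone and lower with the oil, and guaA (1.55) and purE (1.30) rose most on the log2 scale.

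Ribosomal protein genes lay below all genes at 1/8 MIC and above them at 1/2 MIC, relative to water. Not centred on all genes, the median log2 fold change of these genes against water was -0.94 at 1/8 MIC and 0.65 at 1/2 MIC, -2.54 and 0.80 on FPKM as deposited, and -0.77 and 0.94 under quantile normalization. Each library of these concentrations had the same direction under each scaling, and the smallest size was 0.616. Against the acetone library the value relative to all genes at 1/2 MIC was -0.25, not called. Between 1/8 and 1/2 MIC the median of these genes moved by 1.46, and among 10000 random lists matched in gene length the largest move was 0.795 downward and 0.557 upward. Scaling and gene length are thus unlikely as the whole cause. In the direct test of 1/2 against 1/8 MIC, the real split of the 6 libraries moved the median most, 1 of 10 splits, and the other splits reached 0.590. The counts of called genes were also highest for the real split, 1 of 10, between 1/8 and 1/4 MIC (at most 2 calls in the others) and between 1/4 and 1/2 MIC (at most 1). With 10 splits, chance cannot be excluded by this count. The direct test called the list higher at 1/2 MIC by camera and by fry. Whether the concentration of the oil, which the design names, or a step of library preparation that acted unequally on genes caused this was not tested.

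The paper's RT-PCR values were set beside RNA-seq for the genes it names. The gene cph2 has no match among the listed genes, and tar entered by its stated direction only. Across the 16 genes with values, which are not independent replicates, Pearson's r of the log2 fold changes was 0.930, 0.931 and 0.924 in the order of concentration (permutation p = 1e-05 each, the smallest that the permutations can give). Spearman's rho was 0.874, 0.876 and 0.897 (permutation p = 5.0e-05, 3.0e-05 and 1e-05). Adjusted over these 6 relations (Benjamini-Hochberg), the largest p was 5.0e-05. Without the 2 genes farthest from the median, r was 0.888, 0.832 and 0.819. The genes zraP and zraS have identical control values in the RT-PCR supplement, which bears on their RT-PCR folds, and without both r was 0.939, 0.938 and 0.920. Over all genes tested, limma called 17, 17 and 14 of the 17 genes, and 17, 17 and 15 adjusted over the list alone, which is no independent evidence because the study chose the list. Of the genes not given elsewhere, log2 fold changes in the order of concentration were 2.10, 2.24 and 1.30 for dadX. They were 2.32, 2.23 and 1.5 for dadA, and 1.8, 2.68 and 2.49 for cysK, which was not called at 1/8 MIC on FPKM as deposited (0.18, adjusted p = 0.283). Falls were found for purF (-2.63, -2.77 and -2.72), purL (-3.43, -3.96 and -3.99), hdeD (-3.92, -3.45 and -3.65), evgS (-1.76, -1.51 and -1.53), rstA (-0.86, -1.33 and -0.37, the last not called) and raiA (-0.82, -1.22 and -2.62), which overlaps raiZ by 115 bases. The porin gene ompC had 0.82, 2.25 and 0.093, not called at 1/2 MIC (adjusted p = 0.392 from limma), called higher there under quantile normalization (0.62, adjusted p = 1.4e-05), and called lower at 1/8 MIC on FPKM as deposited (-0.82).

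The gene lamB was lower with the oil by RNA-seq where RT-PCR has it higher. Under the 3 scalings its highest log2 fold change at any concentration was -0.56. On FPKM as deposited it was called lower at 1/8 MIC (-2.41, adjusted p = 7.3e-05 from limma) and 1/4 MIC (-1.86, adjusted p = 9.8e-04), and not at 1/2 MIC (-0.89). Under quantile normalization, however, it was called at no concentration (adjusted p = 0.0788, 0.0518 and 0.289), so the scaling between libraries stays open as a cause. Its reads were few, 79 and 55 in the water libraries and 1 to 26 in the oil libraries. The 95% Poisson intervals, which cover counting error only, reached those of a water library in 3 of the 9 oil libraries. Yet all 9 oil libraries had a scaled FPKM of lamB below the lower bounds of both water intervals (4.79 and 4.97). These values argue against counting error from too few reads as the whole cause of the lower values on scaled FPKM. The intervals leave out variation between libraries and depend on the scaling, so a real fall of lamB stays unsettled.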
